# Mitochondrial misreading in skeletal muscle accelerates metabolic aging and confers lipid accumulation and increased inflammation

**DOI:** 10.1261/rna.077347.120

**Published:** 2021-03

**Authors:** Dimitri Shcherbakov, Stefan Duscha, Reda Juskeviciene, Lisa M. Restelli, Stephan Frank, Endre Laczko, Erik C. Böttger

**Keywords:** mitochondria, misreading, skeletal muscle, aging, metabolome

## Abstract

We have recently reported on an experimental model of mitochondrial mistranslation conferred by amino acid exchange V338Y in mitochondrial ribosomal protein MrpS5. Here we used a combination of RNA-seq and metabolic profiling of homozygous transgenic *Mrps5^V338Y/V338Y^* mice to analyze the changes associated with the V338Y mutation in postmitotic skeletal muscle. Metabolome analysis demonstrated enhanced levels of age-associated metabolites in the mutant V338Y animals accompanied by increased glycolysis, lipid desaturation and eicosanoid biosynthesis, and alterations of the pentose phosphate pathway. In addition, transcriptome signatures of aged V338Y mutant muscle pointed to elevated inflammation, likely reflecting the increased levels of bioactive lipids. Our findings indicate that mistranslation-mediated impairment of mitochondrial function affects specific bioenergetic processes in muscle in an age-dependent manner.

## INTRODUCTION

A decline in mitochondrial function has been associated with aging and complex age-related changes in metabolism (Sun et al. 2016; Kauppila et al. 2017). Alterations in mitochondrial function including impaired oxidative phosphorylation, increased oxidative damage, reduced activity of metabolic enzymes, and changes in mitochondrial dynamics and biogenesis have all been linked to various aspects of aging (Nunnari and Suomalainen 2012). It is now widely accepted that mitochondria are not mere energy factories, but play central roles in metabolism and signaling (Finkel 2015; Spinelli and Haigis 2018).

The accumulation of somatic mutations in mitochondrial DNA (mtDNA) in post-mitotic tissues is thought to be a key factor in the pathogenesis of age-related diseases (Wallace 2005). mtDNA encodes for genes of oxidative phosphorylation (OXPHOS) and corresponding mutations result in a decline of OXPHOS activity, ultimately impairing cellular bioenergetic capacity (Wallace 1999). Mice that express a mtDNA mutator phenotype, with a threefold to fivefold increase in the levels of random point mutations in mtDNA, display respiratory chain dysfunction and features of accelerated aging (Trifunovic et al. 2004; Kujoth et al. 2005).

Increased error rates in mitochondrial protein synthesis may have similar effects to that of heightened levels of stochastic mtDNA mutations as both would increase the random incorporation of missense mutations. Towards this end, we recently demonstrated that the amino acid exchange V338Y in the mitochondrial ribosomal protein MrpS5 confers mitoribosomal mistranslation (Akbergenov et al. 2018). The identification of amino acid replacement V338Y in mouse mitochondrial ribosomal protein MrpS5 as ribosomal ambiguity mutation (*ram*) was based on the experimental demonstration that the human homolog V336Y, while not affecting mitochondrial protein synthesis quantitatively, confers incorporation of near-cognate amino acids and stop-codon read-through in *in-organello* translation assays using mitochondria from human HEK293 cells transfected with mutant V336Y *Mrps5* (Akbergenov et al. 2018). Accommodation of mismatched aa-tRNAs by *ram* mutations increases the natural rate of protein synthesis error frequency, resulting in random missense substitutions in primary amino acid sequences. Due to the physical constraints of the mRNA–tRNA interaction, accommodation of mismatched aa-tRNAs is limited to near-cognate tRNAs, leading to missense amino acid substitutions that are conservative in nature because of the way the genetic code is constructed (Woese 1965; Kurland et al. 1996; Zaher and Green 2009). Homozygous knock-in C57/BL6 mice carrying the *Mrps5* V338Y mutation showed impaired oxidative phosphorylation and increased formation of ROS (Akbergenov et al. 2018).

To further dissect the organismal response to increased mitochondrial misreading, we here combined unbiased RNA-seq and metabolome analysis to characterize the response to mitochondrial mistranslation in the skeletal muscle of *Mrps5^V338Y/V338Y^* mutant mice. Our choice of tissue was guided by muscle consisting of post-mitotic cells with high energy demands and vulnerability to defects in mitochondrial function (Johnson et al. 2013; Boengler et al. 2017). We show that mitoribosomal misreading results in pronounced age-related metabolite changes in muscle, which are associated with alterations of the pentose phosphate pathway (PPP), increased glycolysis and enhanced lipid biosynthesis. Further, increased levels of bioactive lipids suggest a possible link to the transcriptome signature of enhanced inflammation observed in aged *Mrps5^V338Y/V338Y^* mutant mice.

## RESULTS

Transcriptomes of skeletal muscle tissue samples from wild-type and *Mrps5^V338Y/V338Y^* mice were resolved using RNA-seq. 

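RNA from quadriceps muscle of 4 wild-type and 4 V338Y mice at 3 mo, and of 3 wild-type and 4 V338Y mice at 19 mo, was sequenced as single-end reads. The authors assigned the reads to genes with RSEM and deposited an expected count per gene for each mouse, not scaled for depth or gene length. RSEM divides a read that matches several genes between them by their estimated abundance. Counts of close paralogs and pseudogenes therefore depend on each other. The values are whole numbers for genes listed by Ensembl identifier, of which 37607 were matched to a gene symbol and 37693 to a position on GRCm38. Between 8250653 and 18968132 reads per mouse were assigned to genes. The median was 13541017.5 in 3 mo wild-type, 12351080.5 in 3 mo V338Y, 12806501 in 19 mo wild-type and 11097086 in 19 mo V338Y mice. Transcripts of titin (Ttn) alone took 10.5 to 16.4% of the counts of a mouse, and the 10 most counted genes 32.1 to 40.9%. Between mice of one group, chi-square per degree of freedom was 5.85 to 111, above the value of 1 that counting noise alone would give. Genes with at least 10 counts in at least 50% of the mice of one compared group were kept, as in the methods. Counts were normalized by edgeR's TMM method and compared with its quasi-likelihood test, fitted to the groups compared, and p-values were adjusted by the Benjamini-Hochberg method. Values in CPM are the counts of a gene scaled to a common library size after TMM normalization, given as mean ± SD over mice. As the databases queried by the paper were not used here, 18 gene sets were written by hand from enzyme, subunit and gene names and tested with limma's camera. The numbers of the mice recur in part between the groups, with 2 and 4 in all of them, and a fit with these numbers as a replicate block was one of the alternatives.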

To study the impact of the V338Y mutation on age-related changes, mice were sampled at 3 and 19 mo of age. Considerable transcriptomic changes were detected by differential gene expression analysis of young (3 mo) and old (19 mo) muscle samples (Supplemental Fig. S1). 

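Of 13657 genes tested in wild-type mice, 3416 differed between 3 mo and 19 mo with an unadjusted edgeR p under 0.005, 1772 up-regulated and 1644 down-regulated at 19 mo. In V338Y mice 4492 of 13868 genes passed this threshold, 2238 up-regulated and 2254 down-regulated. The highest Benjamini-Hochberg adjusted p among these genes was 0.0200 in wild-type and 0.0154 in V338Y mice. An adjusted p under 0.05 was reached by 4940 genes in wild-type and 6505 in V338Y mice. Among the 13397 genes tested in both genotypes, 2520 were age-regulated in the same direction in both, 3 in opposite directions, 842 in wild-type mice only and 1895 in V338Y mice only. A test of the difference itself, the age by genotype interaction in a fit of all 15 mice, gave 0 genes with an adjusted p under 0.05 and 1355 with an unadjusted p under 0.05. The count of 0 depended on the test. Some genes passed with DESeq2, with edgeR's likelihood ratio test and with the replicate block. The alternative that moved the wild-type number most was the replicate block, with the pairing of mice taken from the numbers in their labels. It gave 1831 age-regulated genes in wild-type mice and 3703 in V338Y mice. Residuals of same-numbered wild-type mice at 3 and 19 mo had a mean correlation across genes of 0.010, against -0.0019 for differently numbered mice, so the pairing was not visible in the data. With each mouse left out in turn, between 2426 and 3243 genes remained in wild-type mice and between 3442 and 4543 in V338Y mice. Genes of the sex chromosomes were among those with the largest changes. Xist was counted at 506 to 631 CPM in the 19 mo mice and at most 0.574 CPM in the 3 mo mice, and Ddx3y, on the Y chromosome, at 162.9 to 202 CPM in the 3 mo mice and at most 0.0826 CPM in the 19 mo mice.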

With a threshold *P*-value <5 × 10^3^ (FDR < 1 × 10^−2^) there were 3343 and 4232 age-regulated transcripts in the wild-type and V338Y mutant data set, respectively. Further analysis revealed the hallmarks of age-associated transcriptomic alterations for both wild-type and mutant animals—a decrease in mRNA transcripts related to gene annotations associated with mitochondrial function, proteasome degradation, metabolism, and protein translation (Supplemental Fig. S2), for clustering of the experimental groups by BGA see Supplemental Figure S3 (Lee et al. 1999; Su et al. 2015; Shavlakadze et al. 2019).

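Of the gene sets written for these terms, the 77 subunits of the electron transport chain and ATP synthase fell with age by a mean log2 fold change of -0.72 in wild-type mice (camera adjusted p = 2.80e-35, limma) and -0.81 in V338Y mice (camera adjusted p = 3.48e-28, limma). All 77 subunits were lower at 19 mo in both genotypes. The 32 proteasome genes had means of -0.45 in wild-type (limma camera adjusted p = 2.34e-09) and -0.61 in V338Y mice (limma camera adjusted p = 4.10e-13), and 29 of them were lower at 19 mo in each genotype. For 76 mitochondrial ribosomal proteins the means were -0.54 and -0.63 (limma camera adjusted p = 1.36e-17 and 1.78e-20). Cytosolic ribosomal proteins, with 78 genes, changed less, by -0.21 and -0.36 (limma camera adjusted p = 2.01e-04 and 2.90e-09). Translation initiation and elongation factors (51 genes) changed by -0.19 in wild-type and -0.28 in V338Y mice (limma camera adjusted p = 0.00462 and 1.29e-04). Among the metabolic sets, the TCA cycle (21 genes) fell by 0.37 and 0.39 on the log2 scale (limma camera adjusted p = 8.46e-06 and 7.22e-04). Mitochondrial fatty acid beta-oxidation (19 genes) fell by 0.61 and 0.44 (limma camera adjusted p = 1.46e-05 and 0.00675), and the shift in V338Y mice missed the threshold in 1 of the 8 fits that each left out a mouse. Glycolysis enzymes fell in wild-type mice (mean -0.27, limma camera adjusted p = 0.0103) but not past the threshold in V338Y mice (mean -0.047, limma camera adjusted p = 0.268). Among single subunits, Cox7c (ENSMUSG00000017778, chromosome 13 from 86044816 to 86046904) went from 288 ± 9.61 CPM (SD, n = 4) to 151 ± 5.19 CPM (SD, n = 3) in wild-type mice. For Cox7c the log2 fold change was -0.93 (standard error 0.082, edgeR adjusted p = 1.29e-04). In V338Y mice it went from 318 ± 18.7 CPM (SD, n = 4) to 143 ± 28.7 CPM (SD, n = 4). For Cox7c the log2 fold change was -1.14 (standard error 0.15, edgeR adjusted p = 3.52e-04). The alternative that moved these sets most was camera with the correlation between genes estimated within each set in place of a fixed value of 0.01. Under it the camera adjusted p (limma) of the electron transport chain rose to 0.440 in wild-type and 0.349 in V338Y mice while the means stayed the same. The 3 mo and 19 mo mice also differed in Xist and in Y-linked transcripts, which is part of every comparison between the ages.

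**Figure D1:**
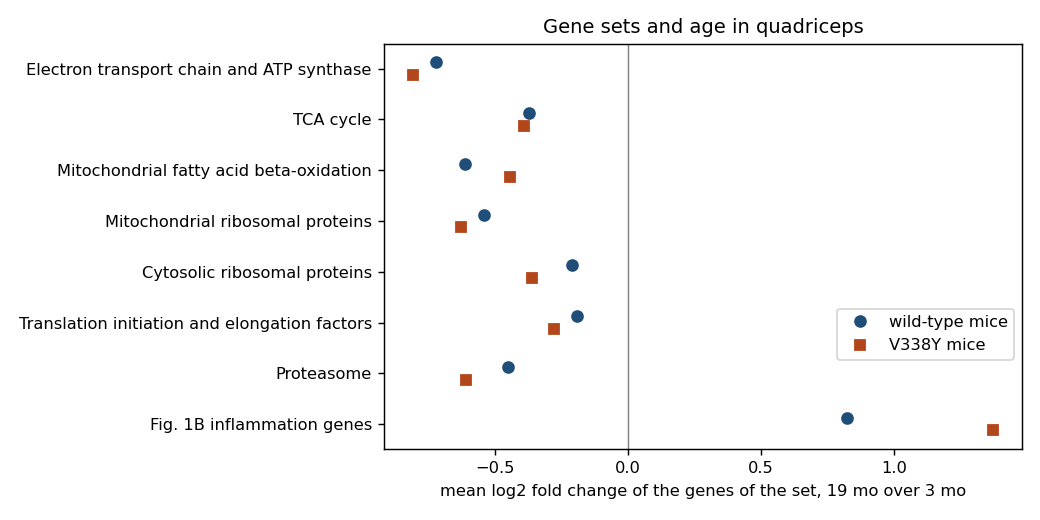
Mean log2 fold change between 19 mo and 3 mo (x axis) of the genes of 8 sets (y axis), in wild-type mice (circles) and V338Y mice (squares). The 7 sets of mitochondrial, ribosomal, translation and proteasome genes lie below 0 in both genotypes, from -0.81 to -0.19, and the inflammation genes of Fig. 1B lie at 0.82 and 1.37.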

In addition to the characteristic age-associated transcriptome changes, several mutant-specific processes emerged among enriched up-regulated gene transcripts in aged V338Y mice, most prominently multiple terms associated with inflammation and neutrophil activation (Fig. 1A). 

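At 19 mo, 1234 of 13833 genes differed between V338Y and wild-type mice with an unadjusted edgeR p under 0.05, 854 up-regulated and 380 down-regulated in V338Y mice. An adjusted p under 0.05 was reached by 6 genes, 5 up-regulated and 1 down-regulated. The up-regulated genes were Eif3j2, Gm14085, Gm8730, Gm11847 and Gm9625, and the down-regulated gene was Eif3j1, a paralog of Eif3j2. Eif3j2 was at 21 ± 2.18 CPM (SD, n = 4) in V338Y and 0.333 ± 0.0385 CPM (SD, n = 3) in wild-type mice. For Eif3j2 the log2 fold change was 5.96 (standard error 0.18, edgeR adjusted p = 3.95e-06). The number of genes depended on the test, and the largest came from a fit with the mouse number as a replicate block, 110 genes. The pairing behind this block is taken from the labels, and residuals of same-numbered mice had a mean correlation across genes of 0.257, against -0.082 for differently numbered ones. The 3 same-numbered pairs ran from 0.132 to 0.400, within the range of the 9 others, -0.407 to 0.467. These values therefore do not show that the mice are paired. Left out in turn, single mice changed the number to between 2 and 7. Genes of neutrophil granules were high in a single mouse. S100a8 (ENSMUSG00000056054, chromosome 3 from 90668978 to 90670035) was counted at 164 CPM in V338Y mouse 5 and at 0.400, 6.50 and 0.401 CPM in V338Y mice 2, 3 and 4. Wild-type mice 2, 4 and 5 had 1.37, 1.04 and 1.49 CPM, which gave a log2 fold change of 5.07 (standard error 2.01, edgeR adjusted p = 0.541). Lactoferrin (Ltf) was higher in each V338Y mouse than in each wild-type mouse at 19 mo, with 25.7 ± 45.9 CPM (SD, n = 4) against 0.193 ± 0.172 CPM (SD, n = 3). For Ltf the log2 fold change was 7.05 (standard error 2.12, edgeR adjusted p = 0.525). The mean of 13 neutrophil genes, as log2 of CPM with a pseudocount of 0.5, differed between the genotypes by 1.61 (exact two-sided permutation test, p = 0.200; adjusted p = 0.353 over 76 such tests), and the smallest p that 3 mice against 4 allow is 0.0286. Within the 3 pairs of same-numbered mice this mean was higher in the V338Y mouse each time, by 0.067 to 4.72.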

As evident from the heatmap (Fig. 1B), the expression of inflammation-related transcripts was also elevated in aged wild-type animals, but more prominently in aged V338Y mice. In addition to inflammation, the aged V338Y mutant mice showed enrichment for gene transcripts associated with specific metabolic pathways, that is, adipogenesis, fatty acid (FA) metabolism, eicosanoid synthesis, pentose phosphate shunt, and glycolysis/gluconeogenesis (Fig. 1A).

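The 42 genes of the heatmap rose with age in both genotypes, by a mean log2 fold change of 0.82 in wild-type mice (37 of 40 tested genes higher at 19 mo, limma camera adjusted p = 2.93e-07) and 1.37 in V338Y mice (42 of 42 genes, limma camera adjusted p = 5.70e-14). An adjusted edgeR p under 0.05 for age was reached by 22 of the genes in wild-type and 42 in V338Y mice. At 19 mo, 38 of the 42 genes were higher in V338Y mice than in wild-type mice, with a mean of 0.51 (limma camera adjusted p = 2.97e-11). As the paper drew these genes from its up-regulated transcripts, their mean at 19 mo describes the choice and is not an independent test. At 3 mo their mean difference between the genotypes was -0.031 (limma camera adjusted p = 0.979). The difference between the genotypes in the age effect, tested as an interaction, had a mean of 0.49 (limma camera adjusted p = 6.55e-07). This interaction contains the difference at 19 mo for which the genes were chosen. With the genotype labels exchanged within same-numbered pairs of each age, 15 of 100 splits gave an interaction as large. With the correlation between genes estimated per set, the limma camera adjusted p of the interaction was 0.170. No single gene reached an adjusted edgeR p under 0.05 between the genotypes at 19 mo, and 13 were up-regulated with an unadjusted p under 0.05. Among these, Tnfrsf14 (ENSMUSG00000042333, chromosome 4 from 154921933 to 154928563) was at 4.01 ± 1.07 CPM (SD, n = 4) in V338Y and 1.58 ± 0.689 CPM (SD, n = 3) in wild-type mice. For Tnfrsf14 the log2 fold change was 1.37 (standard error 0.34, edgeR adjusted p = 0.483). Itgal (ENSMUSG00000030830, chromosome 7 from 127296260 to 127335138) was at 4.06 ± 2.29 CPM (SD, n = 4) and 1.41 ± 0.447 CPM (SD, n = 3). For Itgal the log2 fold change was 1.57 (standard error 0.46, edgeR adjusted p = 0.525). Tgfb1 rose from 1.69 ± 0.397 CPM (SD, n = 4) to 3.65 ± 0.770 CPM (SD, n = 3) in wild-type and from 1.77 ± 0.427 CPM (SD, n = 4) to 5.41 ± 0.667 CPM (SD, n = 4) in V338Y mice, and its log2 fold change between the genotypes at 19 mo was 0.60 (standard error 0.21, edgeR adjusted p = 0.537). Cxcl13 had the opposite order at 19 mo, with 4.44 ± 0.962 CPM (SD, n = 4) in V338Y and 10.2 ± 11.1 CPM (SD, n = 3) in wild-type mice. With each 19 mo mouse left out in turn, the mean over the 42 genes stayed between 0.42 and 0.64. The 19 mo mice were also split into other groups that part as many same-numbered mice. A mean as large in size was found in 2 of 8 splits (3 of 35 in all), the real one included. The mean difference at 19 mo therefore cannot be told apart from the spread between mice.

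**Figure D2:**
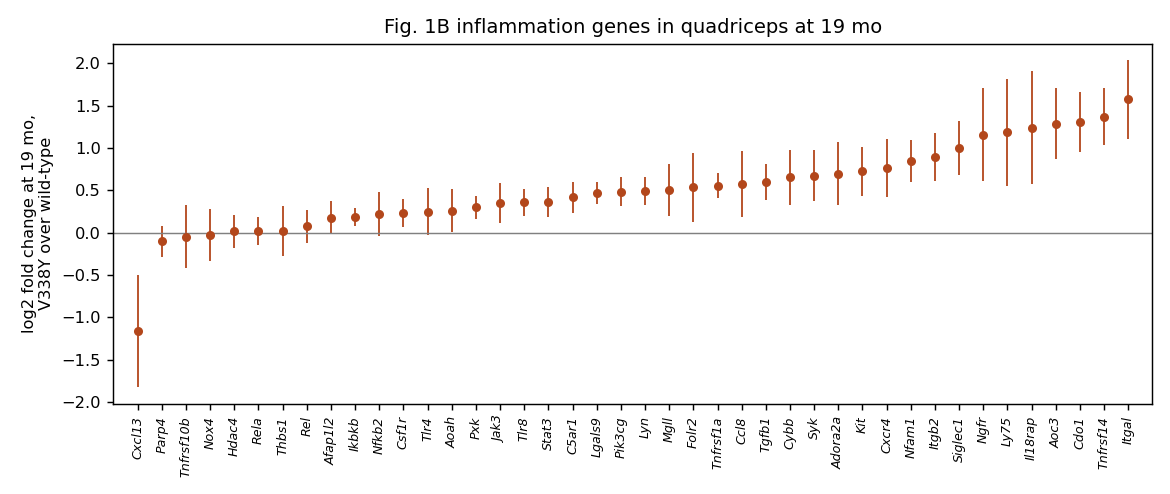
Log2 fold change at 19 mo, V338Y over wild-type (y axis), of the 42 inflammation genes of Fig. 1B (x axis), ordered by their value, with standard errors from edgeR as bars. 38 of the 42 genes lie above 0 and 4 below.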

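Up-regulated gene transcripts with an unadjusted edgeR p under 0.05 at 19 mo made up 6.12% of the tested genes outside the fatty acid synthesis and desaturation set and 47.1% within it (8 of 17 genes, one-sided Fisher's exact test, adjusted p = 2.71e-05 over 18 sets). The share was 33.3% for the pentose phosphate pathway (4 of 12 genes, Fisher's exact test, adjusted p = 0.0112) and 26.3% for glycolysis (5 of 19 genes, adjusted p = 0.0112). It was 30.8% for eicosanoid synthesis (8 of 26 genes, Fisher's exact test, adjusted p = 7.05e-04). The shift of whole sets, tested with limma's camera, was largest for fatty acid synthesis, with a mean log2 fold change of 1.15 (camera adjusted p = 6.12e-12). The pentose phosphate set had a mean of 0.46 (camera adjusted p = 3.06e-05) and eicosanoid synthesis of 0.33 (camera adjusted p = 6.86e-04). Glycolysis enzymes of any isoform had a mean of 0.21 and did not pass the threshold (camera adjusted p = 0.216), with 9 of 19 enzymes higher and 10 lower in V338Y mice. A mean as large in size was found in 1 of 8 splits (1 of 35 in all) of the 19 mo mice, the real split alone. Of these 19 enzymes 5 are listed in Table S1. In all, 10 of the 18 sets were raised past an adjusted p of 0.05, and 3 were lowered, the proteasome, cytosolic ribosomal proteins and translation factors. Of the 17 fatty acid synthesis genes, 10 are listed in Table S1, which the paper drew from these same mice by their p-value, so these tests partly describe the choice and are not independent of it. Of the 10 raised sets 8 hold genes of Table S1. With the correlation between genes estimated per set, 0 sets passed (4 raised at an unadjusted p under 0.05), and the adjusted p of fatty acid synthesis was 0.190. Of the transcripts typical of adipocytes, Pparg (ENSMUSG00000000440, chromosome 6 from 115360951 to 115490399) was at 11.5 ± 3.65 CPM (SD, n = 4) in V338Y and 5.69 ± 1.21 CPM (SD, n = 3) in wild-type mice. For Pparg the log2 fold change was 1.03 (standard error 0.29, edgeR adjusted p = 0.511). Adiponectin (Adipoq) was at 72.3 ± 52.2 CPM (SD, n = 4) and 32.2 ± 7.06 CPM (SD, n = 3). For Adipoq the log2 fold change was 1.20 (standard error 0.54, edgeR adjusted p = 0.560). The mean of 15 adipocyte genes differed by 0.87 on the log2 scale (exact two-sided permutation test, p = 0.143; adjusted p = 0.293), and was higher in the V338Y mouse in each of the 3 pairs of same-numbered mice.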

**FIGURE 1.**
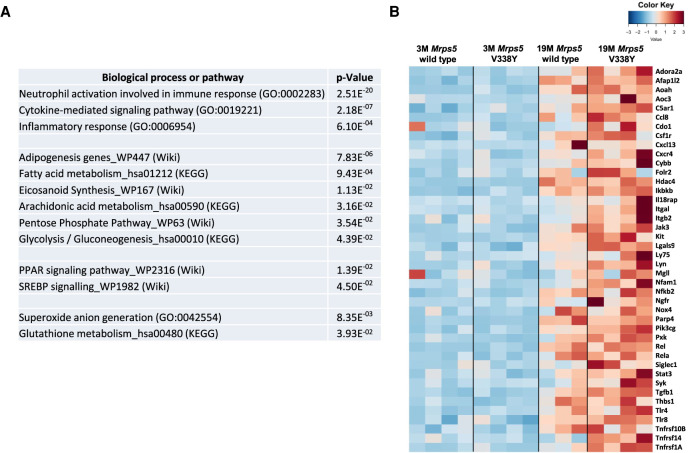
Muscle transcriptome analysis of mice. (*A*) Gene enrichment analysis comparing 19 mo *MrpS5 WT* and *MrpS5* V338Y mutant mice; terms and significance for up-regulated gene transcripts, adjusted *P*-values are shown. (*B*) Expression heatmap of up-regulated genes enriched in GO term “Inflammatory process” across 3 mo and 19 mo muscle samples.

To further characterize the mutant MrpS5 V338Y-associated changes in muscle tissue, we performed metabolic profiling for 9 and 19-mo-old mice. For an initial assessment of differences, we performed a between group analysis (BGA). BGA simplifies a data set by reducing its dimensionality and defining axes that best discriminate the groups. We assigned four groups (9 mo wild-type, 9 mo V338Y, 19 mo wild-type, 19 mo V338Y) and plotted them into two-dimensional space using the first two axes. BGA showed a similar metabolic pattern in wild-type and mutant V338Y mice at 9 mo of age (Fig. 2A). At 19 mo, the metabolic profiles of both genotypes were significantly different from the 9 mo animals. In addition, the 19 mo V338Y mice were also distinct from the age matched wild-type controls (*P* < 0.0001). The observed metabolic profile indicates that both age and genotype cause the metabolic differences between these two groups. Extraction of the most differentially up- and down-regulated metabolites associated with the horizontal axis (axis 1) included age-associated metabolites described previously (Supplemental Fig. S4A; Houtkooper et al. 2011), suggesting that axis 1 represents aging, as this axis captures the largest fraction of age-related variance. Calculating the BGA on the basis of the published data set and projecting our animals on this model, corroborated our conclusion that the 19 mo *Mrps5*^V338Y/V338Y^ animals showed enhanced age-associated metabolic changes compared to age-matched wild-type controls (Supplemental Fig. S4B).

**FIGURE 2.**
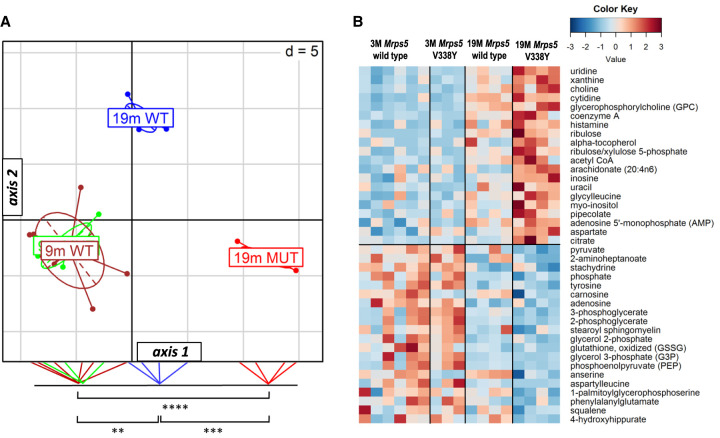
Muscle metabolome analysis. (*A*) Between group analysis (BGA) scatter plot for muscle metabolite profiles (*n* = 6 for 9-mo-old *Mrps5* WT—green; *n* = 3 for 9-mo-old *Mrps5* V338Y—brown; *n* = 4 for 19-mo-old *Mrps5* WT—blue; *n* = 4 for 19-mo-old *Mrps5* V338Y—red). Coordinates of the animals as well as group centers along axis 1 were projected on the *bottom* line of the plot frame and significant group differences are indicated (Welch's *t*-test) (**) *P* = 0.00081, (***) *P* = 0.000078, (****) *P* = 0.000002). (*B*) Heatmap of the top 20 metabolites positively or negatively correlated with horizontal axis (Student's *t*-test for 19 mo *Mrps5* V338Y mice and 19 mo *Mrps5* wild-type animals; *P* < 0.01 for positively correlated metabolites; *P* < 0.05 for negatively correlated metabolites).

The heatmap of the 40 metabolites with the highest correlation to axis 1 (Fig. 2B) indicates reduced levels of late glycolysis intermediates pyruvate, 3-phosphoglycerate and phosphoenolpyruvate in the 19 mo *Mrps5*^*V338Y/V338Y*^ animals, whereas levels of early glycolysis intermediates and lactate remain unchanged (not shown in the heatmap); the same pattern but to a lesser extent was observed in the aged wild-type animals. Transcriptome profiles revealed significant up-regulation (*P* < 0.05) of hexokinases Hk1 and Hk3 (*Hk1/3*), phosphofructokinase (*Pfk*), phosphoglycerate mutase 1 (*Pgam1*), and Enolase 1 (*Eno1*) in 19 mo V338Y animals, indicating increased expression of key enzymes in the glycolysis pathway. 

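Hexokinase 1 (Hk1, ENSMUSG00000037012, chromosome 10 from 62268855 to 62379908) was at 16.5 ± 2.90 CPM (SD, n = 4) in 19 mo V338Y and 12.0 ± 0.968 CPM (SD, n = 3) in 19 mo wild-type mice. For Hk1 the log2 fold change was 0.49 (standard error 0.16, edgeR adjusted p = 0.525). Hk3 (ENSMUSG00000025877, chromosome 13 from 55005985 to 55021385) was at 4.04 ± 3.597 CPM (SD, n = 4) and 1.30 ± 0.327 CPM (SD, n = 3). For Hk3 the log2 fold change was 1.68 (standard error 0.66, edgeR adjusted p = 0.541). V338Y mouse 5 had 9.25 CPM of Hk3, and without that mouse its log2 fold change was 0.87. The phosphofructokinase listed in Table S1 is the liver type, Pfkl (ENSMUSG00000020277, chromosome 10 from 77986947 to 78010083), at 15.2 ± 3.59 CPM (SD, n = 4) and 10.8 ± 2.26 CPM (SD, n = 3). For Pfkl the log2 fold change was 0.53 (standard error 0.23, edgeR adjusted p = 0.559). Pgam1 (ENSMUSG00000011752, chromosome 19 from 41911923 to 41918660) was at 4.83 ± 2.04 CPM (SD, n = 4) and 2.47 ± 0.647 CPM (SD, n = 3). For Pgam1 the log2 fold change was 1.00 (standard error 0.36, edgeR adjusted p = 0.537). Eno1 (ENSMUSG00000063524, chromosome 4 from 150236721 to 150248879) was at 34.2 ± 4.59 CPM (SD, n = 4) and 24.3 ± 1.39 CPM (SD, n = 3). For Eno1 the log2 fold change was 0.52 (standard error 0.13, edgeR adjusted p = 0.502). The unadjusted edgeR p was 0.0128 for Hk1, 0.0324 for Hk3, 0.0529 for Pfkl, 0.0231 for Pgam1 and 0.00389 for Eno1. Of these enzymes Hk1 and Eno1 were higher in every V338Y mouse than in every wild-type mouse. The muscle isoforms of the same steps were more abundant, and none of them differed past an adjusted p of 0.05. Hk2 was at 326 ± 113 CPM (SD, n = 4) in V338Y and 357 ± 66.7 CPM (SD, n = 3) in wild-type mice (log2 fold change -0.11, edgeR adjusted p = 0.929). Muscle phosphofructokinase (Pfkm) was at 1872 ± 353 CPM (SD, n = 4) and 2289 ± 103 CPM (SD, n = 3) (log2 fold change -0.26, edgeR adjusted p = 0.693). For Pgam2 the log2 fold change was -0.038 and for Eno3 -0.067, with edgeR adjusted p = 0.982 and 0.966. Over 19 glycolytic enzymes of any isoform the mean log2 fold change was 0.21 (limma camera adjusted p = 0.216).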

Further, the pool sizes of ribose-5-phosphate and ribulose-5-phosphate, key metabolites of the pentose phosphate pathway (PPP) were increased in 19 mo V338Y mutant mice and the key enzymes glucose-6-phosphate dehydrogenase X-linked (*G6pdx*) and transketolase (*Tkt*) were up-regulated at the transcriptome level, as were 6-phosphogluconolactonase (*Pgls*) and phosphogluconate dehydrogenase (*Pgd*) (Supplemental Tables S1, S2), indicative of increased shunting from glycolysis to PPP.

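Transcripts of the pentose phosphate pathway were compared between 4 V338Y and 3 wild-type mice at 19 mo. G6pdx (ENSMUSG00000031400, chromosome X from 74409483 to 74429194), which encodes its entry enzyme, was at 18.0 ± 4.62 CPM (SD, n = 4) in V338Y and 8.16 ± 0.417 CPM (SD, n = 3) in wild-type mice. For G6pdx the log2 fold change was 1.17 (standard error 0.21, edgeR adjusted p = 0.302). Tkt (ENSMUSG00000021957, chromosome 14 from 30548359 to 30574720) was at 67.2 ± 36.1 CPM (SD, n = 4) and 18.8 ± 2.11 CPM (SD, n = 3). For Tkt the log2 fold change was 1.87 (standard error 0.37, edgeR adjusted p = 0.395). Pgls (ENSMUSG00000031807, chromosome 8 from 71592176 to 71601092) was at 8.78 ± 0.551 CPM (SD, n = 4) and 6.28 ± 1.29 CPM (SD, n = 3). For Pgls the log2 fold change was 0.52 (standard error 0.16, edgeR adjusted p = 0.525). Pgd (ENSMUSG00000028961, chromosome 4 from 149149991 to 149166771) was at 24.5 ± 7.35 CPM (SD, n = 4) and 13.8 ± 1.02 CPM (SD, n = 3). For Pgd the log2 fold change was 0.86 (standard error 0.22, edgeR adjusted p = 0.504). Each of the 4 transcripts was higher in every V338Y mouse than in every wild-type mouse. Their unadjusted edgeR p was 4.30e-04 for G6pdx, 8.32e-04 for Tkt, 0.0129 for Pgls and 0.00431 for Pgd. With each mouse left out in turn the log2 fold change stayed between 1.01 and 1.29 for G6pdx and between 1.42 and 2.06 for Tkt. At 3 mo neither transcript differed past the threshold, with a log2 fold change of -0.40 for G6pdx (edgeR adjusted p = 0.558) and -0.87 for Tkt (edgeR adjusted p = 0.563). The 12 genes of the set had a mean log2 fold change of 0.46 at 19 mo (limma camera adjusted p = 3.06e-05), with 9 genes higher and 3 lower.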

Based on the BGA, we identified the metabolites which were most increased or decreased in 19 mo *Mrps5*^V338Y/V338Y^ mutant animals and used those to plot a second heatmap (Fig. 3A). The free long chain fatty acids arachidonate, docosadienoate, and arachidate were the most significantly increased metabolites in the mutant animals discriminating between *Mrps5* wild-type and V338Y mutant mice at 19 mo. At the transcript level we observed increased expression of enzymes involved in de novo synthesis of lipids and anaplerotic replenishment of the TCA cycle (Fig. 3B). 

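Transcripts of de novo fatty acid synthesis varied widely between the 19 mo V338Y mice. ATP citrate lyase (Acly, ENSMUSG00000020917, chromosome 11 from 100476353 to 100528000) was at 132 ± 133 CPM (SD, n = 4) in V338Y and 32.7 ± 7.12 CPM (SD, n = 3) in wild-type mice. For Acly the log2 fold change was 2.04 (standard error 0.68, edgeR adjusted p = 0.534). Acaca (ENSMUSG00000020532, chromosome 11 from 84129672 to 84401651), encoding acetyl-CoA carboxylase 1, was at 125 ± 75.5 CPM (SD, n = 4) and 38.7 ± 5.52 CPM (SD, n = 3). For Acaca the log2 fold change was 1.72 (standard error 0.40, edgeR adjusted p = 0.479). The elongase Elovl6 (ENSMUSG00000041220, chromosome 3 from 129532355 to 129638495) was at 35.3 ± 41.4 CPM (SD, n = 4) and 3.86 ± 2.37 CPM (SD, n = 3). For Elovl6 the log2 fold change was 3.19 (standard error 0.91, edgeR adjusted p = 0.514). The mitochondrial citrate carrier Slc25a1 (ENSMUSG00000003528, chromosome 16 from 17925223 to 17928219) was at 14.7 ± 9.50 CPM (SD, n = 4) and 3.79 ± 0.358 CPM (SD, n = 3). For Slc25a1 the log2 fold change was 1.97 (standard error 0.44, edgeR adjusted p = 0.467). The stearoyl-CoA desaturase Scd1 (ENSMUSG00000037071, chromosome 19 from 44394455 to 44407879) was at 2024 ± 819 CPM (SD, n = 4) and 369.7 ± 164 CPM (SD, n = 3). For Scd1 the log2 fold change was 2.48 (standard error 0.43, edgeR adjusted p = 0.270). Pyruvate carboxylase (Pcx, ENSMUSG00000024892, chromosome 19 from 4510472 to 4621752), the anaplerotic enzyme, was at 147 ± 31.6 CPM (SD, n = 4) and 73.5 ± 5.94 CPM (SD, n = 3). For Pcx the log2 fold change was 1.03 (standard error 0.18, edgeR adjusted p = 0.270). These 6 transcripts were higher in every V338Y mouse than in every wild-type mouse at 19 mo. None passed an adjusted p of 0.05 in this fit, which leaves the mouse numbers aside. Much of the mean of Acly and Elovl6 came from V338Y mouse 2, with 328 CPM of Acly and 97.2 CPM of Elovl6. Without it the log2 fold change was 1.04 for Acly and 1.93 for Elovl6. The 17 genes of the fatty acid synthesis and desaturation set had a mean of 1.15 (limma camera adjusted p = 6.12e-12), between 0.80 and 1.27 with each mouse left out. Of these genes 10 come from Table S1, which lists genes by their p-value in these same mice. At 3 mo the mean of the set was -0.43 (limma camera adjusted p = 0.0347), between -0.65 and -0.042 with each mouse left out. In 3 of these 8 fits it no longer passed an adjusted p of 0.05, and the value nearest 0 was that without wild-type mouse 1. Of the splits of the 3 mo mice into other groups that part as many same-numbered mice, 1 of 8 splits (16 of 35 in all) gave a mean as large in size, the real one included. The interaction of age and genotype for this set was 1.56 (limma camera adjusted p = 8.01e-10). The mean of adipocyte markers without a role in lipid synthesis or storage differed (V338Y minus wild-type) by -0.92 at 3 mo and by 1.099 at 19 mo. Adipocytes in the dissected muscle as a part of this interaction therefore cannot be ruled out.

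**Figure D3:**
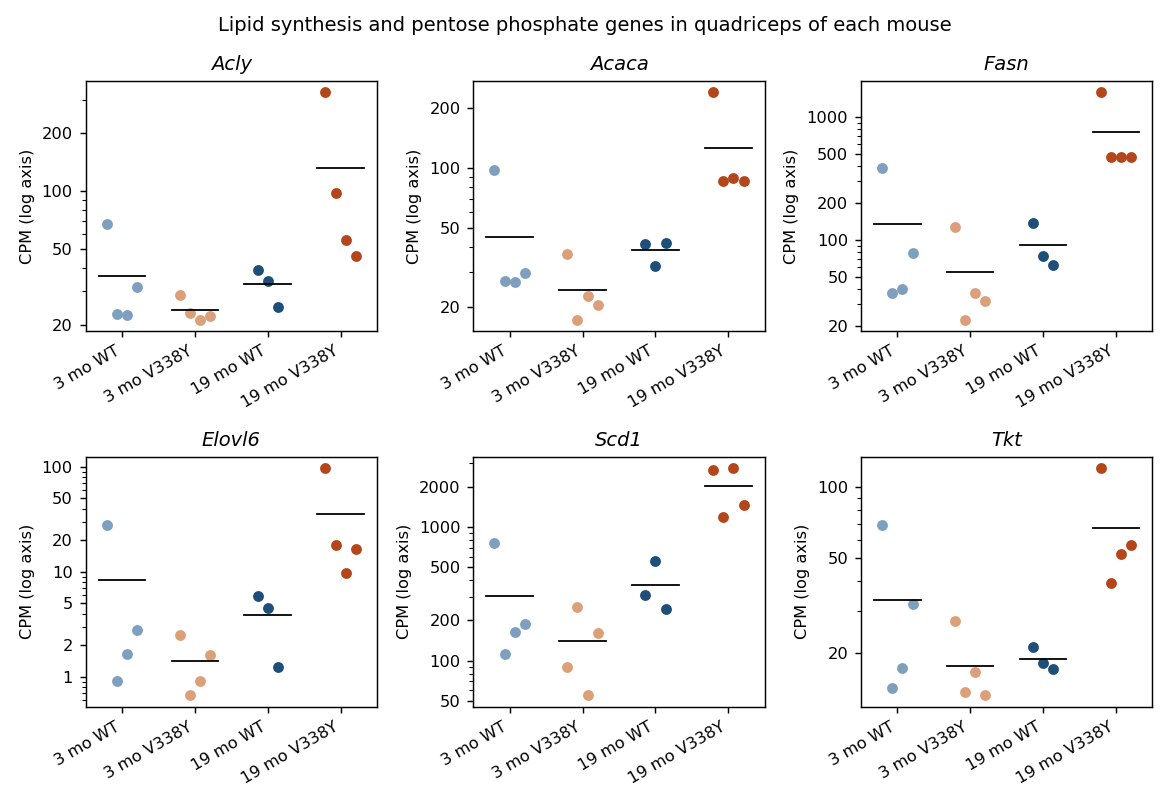
CPM (y axis, log scale) of Acly, Acaca, Fasn, Elovl6, Scd1 and Tkt in each mouse of the 4 groups (x axis); points are mice and lines are group means. At 19 mo the 4 V338Y mice lie above the 3 wild-type mice for each of the 6 genes, with Fasn from 476 to 1593 CPM in V338Y and from 62.3 to 138 CPM in wild-type mice.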

Overall, saturated, monounsaturated, and polyunsaturated free fatty acids (FAs) accumulated in the aged *Mrps5*^V338Y/V338Y^ mutant animals compared to the 19 mo *Mrps5* wild-type mice (Fig. 3A; Supplemental Table S2). Transcriptome data further suggest increased synthesis of triacylglycerides, lipid droplet formation and lipid droplet coating proteins in V338Y mutant mice as compared to 19 mo wild-type animals (Fig. 3B; Supplemental Table S1). 

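Diacylglycerol acyltransferases differed between 19 mo V338Y and wild-type mice by a log2 fold change of 0.72 (standard error 0.26, edgeR adjusted p = 0.537) for Dgat1 and 1.23 (standard error 0.48, edgeR adjusted p = 0.541) for Dgat2. Dgat1 (ENSMUSG00000022555, chromosome 15 from 76502015 to 76511953) was at 17.1 ± 4.43 CPM (SD, n = 4) in V338Y and 10.6 ± 2.90 CPM (SD, n = 3) in wild-type mice, and Dgat2 (ENSMUSG00000030747, chromosome 7 from 99153658 to 99182719) at 52.9 ± 24.4 CPM (SD, n = 4) and 23.1 ± 15.7 CPM (SD, n = 3). The phosphatidate phosphatase Lpin2 (ENSMUSG00000024052, chromosome 17 from 71182560 to 71249817) was at 10.8 ± 6.01 CPM (SD, n = 4) and 5.79 ± 1.42 CPM (SD, n = 3). For Lpin2 the log2 fold change was 0.94 (standard error 0.44, edgeR adjusted p = 0.564). Of the proteins that coat lipid droplets, Plin1 (ENSMUSG00000030546, chromosome 7 from 79720218 to 79732903) was at 43.0 ± 28.0 CPM (SD, n = 4) and 17.3 ± 3.72 CPM (SD, n = 3). For Plin1 the log2 fold change was 1.35 (standard error 0.47, edgeR adjusted p = 0.537). Plin2 (ENSMUSG00000028494, chromosome 4 from 86648386 to 86670060) was at 43.5 ± 17.1 CPM (SD, n = 4) and 26.1 ± 6.41 CPM (SD, n = 3). For Plin2 the log2 fold change was 0.77 (standard error 0.30, edgeR adjusted p = 0.541). Cidec (ENSMUSG00000030278, chromosome 6 from 113424634 to 113435760) was at 46.7 ± 36.9 CPM (SD, n = 4) and 22.4 ± 12.4 CPM (SD, n = 3). For Cidec the log2 fold change was 1.096 (standard error 0.62, edgeR adjusted p = 0.617). With mice left out in turn it ran from 0.39 to 1.58 for Cidec and from 0.90 to 1.94 for Dgat2. In each of these 6 transcripts the ranges of V338Y and wild-type mice overlapped, while V338Y mice 2, 4 and 5 were each higher than the wild-type mouse of the same number. Whether equal numbers mean paired mice is not stated. With the number as a replicate block, Dgat2, Lpin2 and Plin2 passed an edgeR adjusted p of 0.05, and Dgat1, Plin1 and Cidec did not. At 3 mo the values were 10.3 ± 5.02 CPM (SD, n = 4) of Plin1 in V338Y and 25.5 ± 18.1 CPM (SD, n = 4) in wild-type mice, and 34.3 ± 26.6 and 61.5 ± 38.9 CPM (SD, n = 4 each) of Cidec. The 13 tested genes of glycerolipid synthesis had a mean log2 fold change of 0.48 at 19 mo (limma camera adjusted p = 6.90e-04). The 16 tested genes of lipid droplet proteins had a mean of 0.50 (limma camera adjusted p = 6.50e-04). Of these genes 4 and 5 are listed in Table S1. With mice left out in turn the means stayed between 0.36 and 0.65 and between 0.38 and 0.73. At 3 mo the lipid droplet set was lower in V338Y mice, with a mean of -0.56 (limma camera adjusted p = 1.10e-04). A mean as large in size was found in 1 of 8 splits (6 of 35 in all) of the 3 mo mice, the real one included. At 19 mo it was found in 2 of 8 splits (4 of 35 in all) for lipid droplet proteins and in 2 of 8 splits (3 of 35 in all) for glycerolipid synthesis. The mean of adipocyte markers without a role in lipid synthesis or storage was also higher in 19 mo V338Y mice, by 1.099 (exact two-sided permutation test, p = 0.171). Adipocytes in the dissected muscle as a part of the difference of these 2 sets therefore cannot be ruled out. From the transcripts at 19 mo, the paper proposes increased synthesis of triacylglycerides and formation and coating of lipid droplets in V338Y mice.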

Together with elevated levels of arachidonate and dihomo-linoleate, the two key intermediates of eicosanoid metabolism, we found significant enrichment for gene transcripts involved in eicosanoid biosynthesis (e.g., desaturases, arachidonate-lipoxygenases, glutathione peroxidases, prostaglandin E, and thromboxane A synthases; see Supplemental Table S1). In addition, we observed increased levels of lysophospholipids, a side product of arachidonate release from membrane phospholipids (see Supplemental Table S2), together with increased expression of PLA2ε, the main phospholipase in muscle hydrolyzing membrane phospholipids to produce FAs and lysophospholipids (Ohto et al. 2005). 

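Among arachidonate lipoxygenases, Alox5 (ENSMUSG00000025701, chromosome 6 from 116410077 to 116461178) was at 3.87 ± 0.655 CPM (SD, n = 4) in 19 mo V338Y and 1.90 ± 0.466 CPM (SD, n = 3) in 19 mo wild-type mice. For Alox5 the log2 fold change was 1.05 (standard error 0.25, edgeR adjusted p = 0.483). Alox12 was at 2.72 ± 2.04 CPM (SD, n = 4) and 1.11 ± 0.112 CPM (SD, n = 3), a log2 fold change of 1.34 (standard error 0.58, edgeR adjusted p = 0.557), and Alox15 at 1.86 ± 1.03 CPM (SD, n = 4) and 0.728 ± 0.332 CPM (SD, n = 3). For Alox15 the log2 fold change was 1.34 (standard error 0.53, edgeR adjusted p = 0.541). The prostaglandin E synthase Ptges (ENSMUSG00000050737, chromosome 2 from 30889471 to 30929863) was at 8.10 ± 2.05 CPM (SD, n = 4) and 3.90 ± 0.915 CPM (SD, n = 3). For Ptges the log2 fold change was 1.07 (standard error 0.25, edgeR adjusted p = 0.483). Thromboxane A synthase (Tbxas1, ENSMUSG00000029925, chromosome 6 from 38875404 to 39084585) was at 6.64 ± 0.674 CPM (SD, n = 4) and 4.61 ± 1.42 CPM (SD, n = 3). For Tbxas1 the log2 fold change was 0.55 (standard error 0.23, edgeR adjusted p = 0.545). The glutathione peroxidase Gpx1 (ENSMUSG00000063856, chromosome 9 from 108338903 to 108340343) was at 40.3 ± 6.69 CPM (SD, n = 4) and 27.2 ± 0.9989 CPM (SD, n = 3). For Gpx1 the log2 fold change was 0.60 (standard error 0.15, edgeR adjusted p = 0.488). Gpx8 was at 6.03 ± 1.40 CPM (SD, n = 4) and 3.63 ± 0.942 CPM (SD, n = 3). For Gpx8 the log2 fold change was 0.75 (standard error 0.25, edgeR adjusted p = 0.534). Mgst1 and Mgst2, written as one entry in Table S1, differed in abundance, with Mgst1 at 39.4 ± 14.0 CPM (SD, n = 4) and 22.5 ± 7.96 CPM (SD, n = 3) (log2 fold change 0.84) and Mgst2 at 1.09 ± 0.663 CPM (SD, n = 4) and 0.315 ± 0.0958 CPM (SD, n = 3) (log2 fold change 1.81). Alox5, Ptges, Gpx1 and Gpx8 were higher in every V338Y mouse than in every wild-type mouse, and the ranges of Alox12, Alox15, Tbxas1, Mgst1 and Mgst2 overlapped. Of the 26 tested genes of eicosanoid synthesis, 8 were up-regulated with an unadjusted p under 0.05, against 6.13% of the other genes (one-sided Fisher's exact test, adjusted p = 7.05e-04). The mean log2 fold change of the set was 0.33 (limma camera adjusted p = 6.86e-04). Table S1, which lists genes by their p-value in these same mice, holds 9 of the 26 genes.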

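Pla2g4e (ENSMUSG00000050211), which encodes PLA2ε, lies on chromosome 2 of GRCm38 from 120166412 to 120245335. At 19 mo its transcript was at 49.3 ± 14.1 CPM (SD, n = 4) in V338Y and 23.6 ± 3.72 CPM (SD, n = 3) in wild-type mice. For Pla2g4e the log2 fold change was 1.09 (standard error 0.22, edgeR adjusted p = 0.395). At 3 mo it was at 61.7 ± 6.92 CPM (SD, n = 4) and 29.7 ± 8.95 CPM (SD, n = 4). For Pla2g4e the log2 fold change was 1.06 (standard error 0.18, edgeR adjusted p = 0.0894). At both ages every V338Y mouse was higher than every wild-type mouse, and the interaction of age and genotype was 0.0060 on the log2 scale (edgeR adjusted p = 1.00). The gene starts 7.42 Mb from Mrps5, the gene that carries the V338Y mutation, on the same chromosome. Of the 17 genes with an unadjusted p under 0.005 and the same direction between the genotypes at both ages, 11 lie within 10 Mb of Mrps5. The neighboring Pla2g4b (ENSMUSG00000098488, chromosome 2 from 120033417 to 120043030) changed in the opposite direction, with a log2 fold change of -1.97 (standard error 0.36, edgeR adjusted p = 0.302) at 19 mo and -2.04 (standard error 0.40, edgeR adjusted p = 0.137) at 3 mo.

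**Figure D4:**
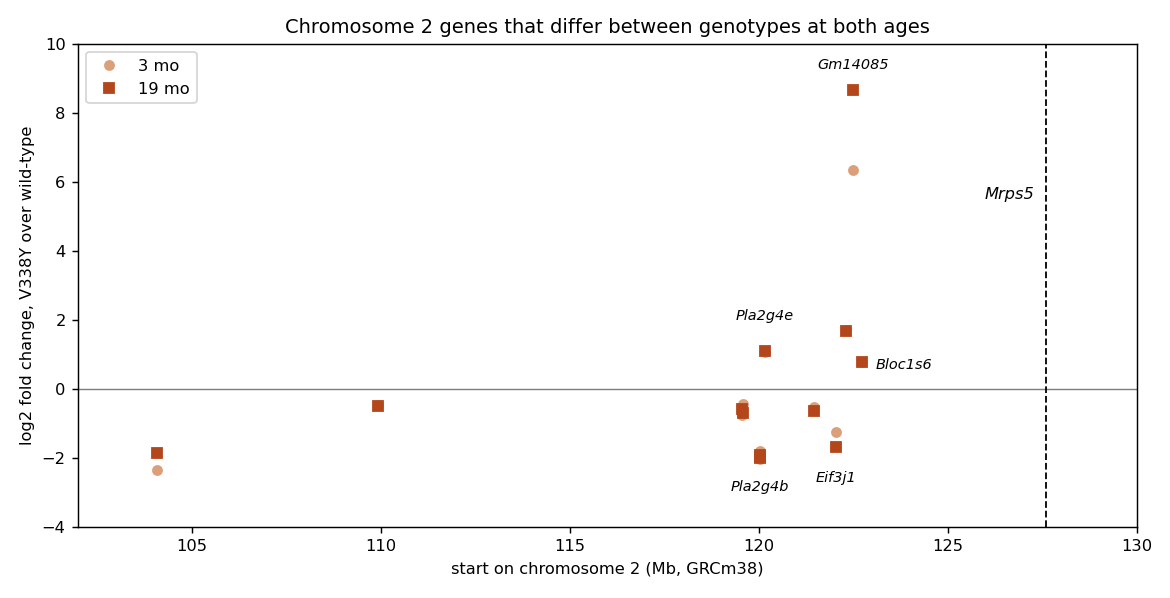
Log2 fold change between V338Y and wild-type mice (y axis) of the 13 genes of chromosome 2 with an unadjusted p under 0.005 and one direction at both ages, by their start (x axis, Mb of GRCm38), at 3 mo (circles) and 19 mo (squares); the dashed line marks Mrps5. Of the 13 genes, 11 start within 10 Mb of Mrps5, Pla2g4e among them at 1.06 and 1.09.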

The RNA-seq data were corroborated by quantitative RT-PCR for selected key genes involved in glycolysis, PPP, FA synthesis, glycerolipid synthesis, and lipid droplet formation (Supplemental Fig. S5).

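In the RNA-seq data the 4 genes used as internal references for the quantitative RT-PCR differed between 19 mo V338Y and wild-type mice as follows. Gapdh (ENSMUSG00000057666, chromosome 6 from 125161715 to 125166467) was at 1068 ± 295 CPM (SD, n = 4) and 1071 ± 42.6 CPM (SD, n = 3). For Gapdh the log2 fold change was 0.020 (standard error 0.22, edgeR adjusted p = 0.990). Its direction turned in a fit of all 15 mice, in 3 of 7 fits with a mouse left out and, to -0.16, with the replicate block. The pairing of this block is taken from the labels. Residual correlations of its same-numbered mice had a mean of 0.257, within the range of differently numbered mice. Dync1h1 (ENSMUSG00000018707, chromosome 12 from 110601452 to 110666945) was at 461 ± 55.4 CPM (SD, n = 4) and 461 ± 68.5 CPM (SD, n = 3). For Dync1h1 the log2 fold change was 0.030 (standard error 0.16, edgeR adjusted p = 0.978). Its direction turned in 3 of 7 fits with a mouse left out. Rpl41 (ENSMUSG00000093674, chromosome 10 from 128548114 to 128549305) was at 63.6 ± 2.71 CPM (SD, n = 4) and 69.0 ± 8.28 CPM (SD, n = 3). For Rpl41 the log2 fold change was -0.089 (standard error 0.11, edgeR adjusted p = 0.836). Actb (ENSMUSG00000029580, chromosome 5 from 142903115 to 142906754) was at 411 ± 57.8 CPM (SD, n = 4) and 327 ± 22.9 CPM (SD, n = 3), a log2 fold change of 0.36 (standard error 0.15, edgeR adjusted p = 0.544), and was higher in every V338Y mouse than in every wild-type mouse. The quantitative RT-PCR measurements themselves were not analysed here.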

**FIGURE 3.**
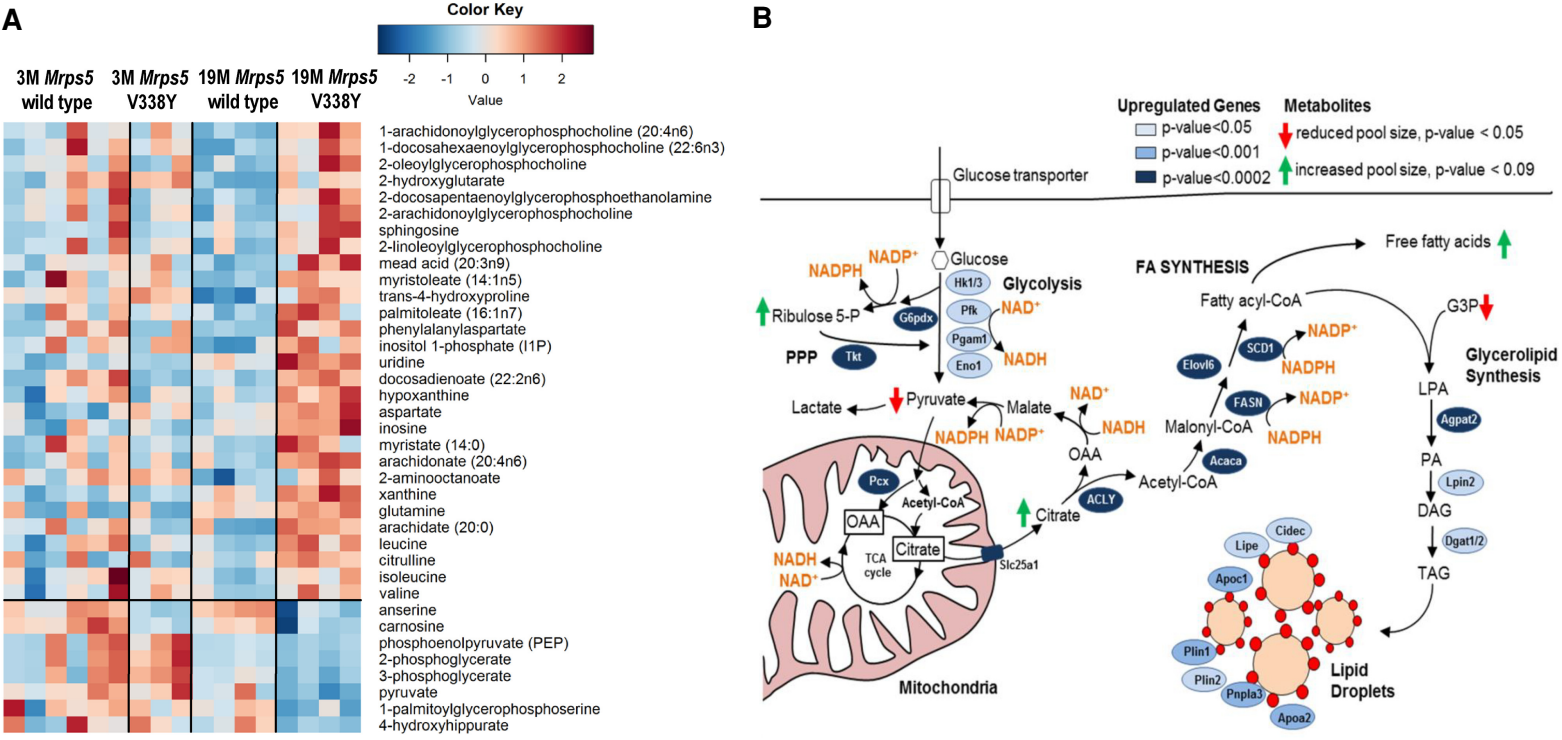
*Mrps5* V338Y mutation-specific changes in 19-mo-old animals. (*A*) Heatmap of metabolites associated with the group of 19 mo *Mrps5* V338Y animals (Students's *t*-test for 19 mo *Mrps5* V338Y mice and 19 mo *Mrps5* wild-type animals; *P* < 0.05). (*B*) Model of metabolite pathways, including enzymes and the electron carrying coenzymes, altered in the *Mrps5* V338Y animals in contrast to wild-type at 19 mo age (PPP) pentose phosphate pathway, (OAA) oxaloacetate, (G3P) glycerol 3-phosphate, (LPA) lysophosphatidic acid, (PA) phosphatidic acid, (DAG) diacylglycerol, (TAG) triacylglycerol.

## DISCUSSION

Translational accuracy of cytoribosomal protein synthesis has been linked to organismal longevity, stress response, and metabolic alterations (Azpurua et al. 2013; Kurylo et al. 2018; McMahon et al. 2019), while little is known about mitochondrial protein synthesis in this respect. We here studied the response to mitochondrial mistranslation in *Mrps5^V338Y/V338Y^* mice. Mutation *Mrps5* V338Y is a *ram* mutation, which increases the natural rate of mitochondrial protein synthesis error frequency. We used unbiased RNA-seq to characterize the aging transcriptome in *Mrps5* V338Y mutant and *Mrps5* wild-type skeletal muscle, complemented by metabolome analysis of muscle from young and old animals. 

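In 19 mo V338Y against wild-type mice, the 10 tested genes of NADPH oxidase and related superoxide-generating enzymes had a mean log2 fold change of 0.82 (limma camera adjusted p = 3.06e-05), with 8 genes higher and 2 lower. 5 of them were up-regulated with an unadjusted p under 0.05 (one-sided Fisher's exact test, adjusted p = 7.74e-04). Ncf1 (ENSMUSG00000015950, chromosome 5 from 134220053 to 134229625) was at 7.95 ± 5.68 CPM (SD, n = 4) in V338Y and 3.35 ± 0.632 CPM (SD, n = 3) in wild-type mice. For Ncf1 the log2 fold change was 1.29 (standard error 0.48, edgeR adjusted p = 0.537). Ncf4 (ENSMUSG00000071715, chromosome 15 from 78244801 to 78262580) was at 2.85 ± 1.68 CPM (SD, n = 4) and 0.904 ± 0.263 CPM (SD, n = 3). For Ncf4 the log2 fold change was 1.69 (standard error 0.49, edgeR adjusted p = 0.520). Cybb (ENSMUSG00000015340, chromosome X from 9435252 to 9487771), which encodes the catalytic subunit of the phagocyte enzyme, was at 18.2 ± 8.40 CPM (SD, n = 4) and 11.9 ± 2.82 CPM (SD, n = 3). For Cybb the log2 fold change was 0.65 (standard error 0.32, edgeR adjusted p = 0.578). The 30 tested genes of glutathione metabolism had a mean log2 fold change of 0.28 (limma camera adjusted p = 0.0286), with 17 genes higher and 13 lower. 7 of them were up-regulated with an unadjusted p under 0.05 (one-sided Fisher's exact test, adjusted p = 0.00582). In a fit of all 15 mice the mean of this set was 0.26 and no longer passed an adjusted p of 0.05. With mice left out in turn the mean lay between 0.12 and 0.35, and 3 of the 7 fits no longer passed. Table S1 lists 6 of the 30 genes. Of the splits of the 19 mo mice that part as many same-numbered mice, 2 of 8 splits (3 of 35 in all) gave a mean as large in size for glutathione metabolism and 1 of 8 splits (1 of 35 in all) for NADPH oxidase, the real one included. Gclc, which encodes the catalytic subunit of the first enzyme of glutathione synthesis, did not differ, at 17.8 ± 5.47 CPM (SD, n = 4) and 17.8 ± 5.53 CPM (SD, n = 3) (log2 fold change 0.031, edgeR adjusted p = 0.986).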

Reflecting the previously reported mutation-mediated increase in reactive oxygen species formation (Akbergenov et al. 2018) we find decreased levels of ROS scavengers anserine and carnosine (Fig. 2B), combined with the transcriptomic signatures of increased superoxide anion generation and glutathione metabolism (Fig. 1A). Presumably, the altered PPP activity observed in the V338Y mutants (Supplemental Tables S1, S2) provides the reducing power to maintain the cellular redox potential and antioxidant activity in response to the mitochondrial production of reactive oxygen species (Zhang et al. 2018).

A common feature of aging is the decline of metabolic systems in general and in particular the link to impaired mitochondrial function (Finkel 2015; Sun et al. 2016). RNA sequencing of muscle confirmed the view of metabolic decline that is thought to underlie part of the aging process. 

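Between 3 mo and 19 mo, 75 of 77 electron transport chain and ATP synthase genes were lower with an edgeR adjusted p under 0.05 in wild-type mice and 74 in V338Y mice. For the TCA cycle these numbers were 15 and 12 of 21 genes, and for mitochondrial beta-oxidation 13 and 5 of 19 genes. Ndufa4 (ENSMUSG00000029632, chromosome 6 from 11900292 to 11907497), a subunit of the electron transport chain, went from 444 ± 20.6 CPM (SD, n = 4) to 229 ± 16.7 CPM (SD, n = 3) in wild-type mice. For Ndufa4 the log2 fold change was -0.95 (standard error 0.092, edgeR adjusted p = 2.05e-04). In V338Y mice it went from 475 ± 23.2 CPM (SD, n = 4) to 228 ± 40.95 CPM (SD, n = 4). For Ndufa4 the log2 fold change was -1.04 (standard error 0.14, edgeR adjusted p = 4.00e-04). Muscle enolase (Eno3, ENSMUSG00000060600, chromosome 11 from 70657202 to 70662513) went from 4293 ± 635 CPM (SD, n = 4) to 2514 ± 344 CPM (SD, n = 3) in wild-type mice. For Eno3 the log2 fold change was -0.77 (standard error 0.15, edgeR adjusted p = 0.00523). Between the genotypes at 19 mo the electron transport chain set differed by a mean of 0.025 (limma camera adjusted p = 0.714), the TCA cycle by 0.039 (limma camera adjusted p = 0.781) and beta-oxidation by 0.074 (limma camera adjusted p = 0.781). At 3 mo the electron transport chain set was higher in V338Y mice by a mean of 0.10 (limma camera adjusted p = 1.18e-07; 67 of 77 genes) and beta-oxidation lower, by -0.11 (limma camera adjusted p = 0.00807). With mice left out in turn these means lay between 0.072 and 0.12 and between -0.16 and -0.045, and 4 of 8 fits for beta-oxidation no longer passed. With the correlation between genes estimated per set, the adjusted p was 0.727 and 0.756. Means as large in size were found in 1 of 8 splits (2 of 35 in all) of the 3 mo mice for the electron transport chain and in 3 of 8 splits (10 of 35 in all) for beta-oxidation, the real split included. The 2 ages also differed in transcripts that separate the sexes and in clock genes. Xist was counted at 506 to 631 CPM in the 19 mo mice and at most 0.574 CPM in the 3 mo mice, and Dbp, a transcript with a daily rhythm, at 57.4 to 77.6 CPM at 3 mo and 4.37 to 10.00 CPM at 19 mo.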

Further metabolomic analyses suggested an enhanced age-associated metabolome profile in the V338Y mutants as compared to the wild-type control mice. This conclusion was supported by analysis of an independent set of metabolites characterized in a previous aging study (see Supplemental Fig. S4B; Shavlakadze et al. 2019). While the mutants essentially showed the same age-associated metabolic changes as the wild-type animals, the effect was significantly more pronounced. In normal aging, these changes are linked to a shortage of NAD+, that is, the main shuttle of electrons to the electron transport chain (Titov et al. 2016; Zhang et al. 2016). Our data indicate that mitochondrial mistranslation aggravates age-related bioenergetic processes in an age-dependent manner. We attribute the observed metabolic shift to a combination of mutation- and age-mediated impairment in mitochondrial function. Reflecting this age-dependency we find no histopathological abnormalities in muscle tissue of 9-mo-old *Mrps5* V338Y mice.

Mitochondrial misreading in aged muscle comes along with increased expression of FA synthase, a multifunctional enzyme that catalyzes all seven reactions required for de novo lipid biosynthesis. 

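Fasn (ENSMUSG00000025153, chromosome 11 from 120805846 to 120824547 of GRCm38), which encodes FA synthase, was at 756 ± 558 CPM (SD, n = 4) in 19 mo V338Y and 91.4 ± 40.96 CPM (SD, n = 3) in 19 mo wild-type mice. For Fasn the log2 fold change was 3.08 (standard error 0.56, edgeR adjusted p = 0.302). V338Y mice 2, 3, 4 and 5 had 1593, 476, 478 and 476 CPM, and wild-type mice 2, 4 and 5 had 138, 73.7 and 62.3 CPM. The lowest V338Y mouse was above the highest wild-type mouse. Its log2 fold change lay between 2.41 and 3.51 when mice were left out in turn, the lowest without V338Y mouse 2. At 3 mo Fasn was at 55.1 ± 49.5 CPM (SD, n = 4) in V338Y and 135 ± 167 CPM (SD, n = 4) in wild-type mice. For Fasn the log2 fold change was -1.27 (standard error 0.77, edgeR adjusted p = 0.637). With age it changed by a log2 fold change of -0.56 (standard error 0.76, edgeR adjusted p = 0.594) in wild-type and 3.79 (standard error 0.65, edgeR adjusted p = 0.00150) in V338Y mice. The interaction of age and genotype was 4.32 (standard error 1.13, edgeR adjusted p = 0.370) on the log2 scale.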

De novo lipid biosynthesis in MrpS5 mutant cells is initiated by the ATP citrate lyase (Acly) with increased glycolysis and alterations of the pentose phosphate pathway providing the NADPH required for lipogenesis. Acly is a cytosolic enzyme that catalyzes the formation of mitochondria-derived citrate into oxaloacetate and acetyl CoA, which are used as building blocks for lipid synthesis reportedly improving mitochondrial function (Das et al. 2015). Increased expression of genes encoding FA activating enzymes (Acsl5) together with lipid esterification proteins (acylglycerol-3-phosphate acetyltransferase, diacylglycerol acyltransferase) and lipogenesis genes (perilipin 1/2, apolipoprotein CI/AII, lipase) further allows for the coordinate synthesis of lipid droplets in the *Mrps5* mutants. 

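Acsl5 (ENSMUSG00000024981, chromosome 19 from 55251938 to 55297720) was at 14.5 ± 2.52 CPM (SD, n = 4) in 19 mo V338Y and 9.38 ± 1.19 CPM (SD, n = 3) in 19 mo wild-type mice. For Acsl5 the log2 fold change was 0.65 (standard error 0.17, edgeR adjusted p = 0.511). Agpat2 (ENSMUSG00000026922, chromosome 2 from 26593057 to 26604417), an acylglycerol-3-phosphate acyltransferase, was at 17.0 ± 7.63 CPM (SD, n = 4) and 5.80 ± 2.52 CPM (SD, n = 3). For Agpat2 the log2 fold change was 1.59 (standard error 0.40, edgeR adjusted p = 0.488). At 3 mo Agpat2 was at 7.34 ± 4.89 CPM (SD, n = 4) in V338Y and 28.0 ± 27.5 CPM (SD, n = 4) in wild-type mice. Apolipoprotein CI (Apoc1, ENSMUSG00000040564, chromosome 7 from 19689481 to 19692660) was at 1.70 ± 0.704 CPM (SD, n = 4) and 0.486 ± 0.0805 CPM (SD, n = 3) at 19 mo. For Apoc1 the log2 fold change was 1.83 (standard error 0.44, edgeR adjusted p = 0.483). Apolipoprotein AII (Apoa2, ENSMUSG00000005681, chromosome 1 from 171225054 to 171226379) was counted in few reads, 2 to 24 per V338Y mouse and 0 to 3 per wild-type mouse at 19 mo. For Apoa2 the log2 fold change was 3.26 (standard error 1.05, edgeR adjusted p = 0.525). Both apolipoproteins were higher at 3 mo, with 7.57 ± 9.27 CPM (SD, n = 4) of Apoa2 in wild-type and 2.41 ± 2.07 CPM (SD, n = 4) in V338Y mice. Among the 3 mo mice Apoa2 ranged from 0.0826 to 21.3 CPM. The lipase Pnpla3 (ENSMUSG00000041653, chromosome 15 from 84167837 to 84187236) was at 38.2 ± 15.7 CPM (SD, n = 4) and 19.6 ± 1.30 CPM (SD, n = 3) at 19 mo. For Pnpla3 the log2 fold change was 0.99 (standard error 0.29, edgeR adjusted p = 0.525). Hormone-sensitive lipase (Lipe, ENSMUSG00000003123, chromosome 7 from 25379527 to 25398710) was at 57.1 ± 34.0 CPM (SD, n = 4) and 31.0 ± 13.3 CPM (SD, n = 3). For Lipe the log2 fold change was 0.91 (standard error 0.51, edgeR adjusted p = 0.612). Acsl5, Agpat2, Apoc1 and Pnpla3 were higher in every V338Y mouse than in every wild-type mouse, and the ranges of Apoa2 and Lipe overlapped.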

Lipid droplet formation, a hallmark of cellular stress, involves a switch in metabolism to glycolysis-dependent ATP generation and lipid biogenesis (Olzmann and Carvalho 2019). In addition to providing an important source of energy, lipid droplets are hypothesized to serve a protective role under conditions of hypoxia and cellular stress by gathering free fatty acids to protect cells against lipotoxicity (Bozza and Viola 2010; Olzmann and Carvalho 2019). Disruption of mitochondrial function by depleting mitochondrial DNA augments the formation of lipid droplets, causing transcriptional activation of FA biosynthesis and metabolic reprogramming to glycolysis (Lee et al. 2013). In addition to increased FA synthesis, impaired mitochondrial respiration has been shown recently to trigger fatty acid desaturation for glycolytic NAD+ recycling (Kim et al. 2019). Our findings of increased glycolysis together with increased expression of fatty acid desaturases (FADS1/2) and heightened levels of unsaturated and polyunsaturated fatty acids would fit well into a scenario of glycolytic NAD+ regeneration by fatty acid desaturation.

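Fads1 (ENSMUSG00000010663, chromosome 19 from 10182888 to 10196877) was at 20.3 ± 7.16 CPM (SD, n = 4) in 19 mo V338Y and 13.1 ± 3.602 CPM (SD, n = 3) in 19 mo wild-type mice, a log2 fold change of 0.64 (standard error 0.31, edgeR adjusted p = 0.574) with an unadjusted p of 0.0699. Fads2 (ENSMUSG00000024665, chromosome 19 from 10062765 to 10101746) was at 4.03 ± 2.13 CPM (SD, n = 4) and 2.09 ± 0.986 CPM (SD, n = 3), a log2 fold change of 0.94 (standard error 0.46, edgeR adjusted p = 0.574) with an unadjusted p of 0.0707. The ranges of V338Y and wild-type mice overlapped for both genes, while V338Y mice 2, 4 and 5 were each higher than the wild-type mouse of the same number. With the number as a replicate block, neither passed an edgeR adjusted p of 0.05. With mice left out in turn the log2 fold change lay between 0.44 and 0.89 for Fads1 and between 0.55 and 1.39 for Fads2. Of the stearoyl-CoA desaturases, Scd2 was at 68.2 ± 44.6 CPM (SD, n = 4) and 34.2 ± 16.9 CPM (SD, n = 3). For Scd2 the log2 fold change was 1.02 (standard error 0.54, edgeR adjusted p = 0.597).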

While the complex signaling pathways which mediate this metabolic shift in response to mitochondrial misreading are outside the scope of this manuscript, we note that similar metabolic profiles, characterized by increased FA synthesis and expression of genes implicated in lipogenesis together with an enhanced glucose flux through the PPP, have been associated with peroxisome proliferator-activated receptor coactivator 1α (PPARγC-1α) and sterol regulatory element binding protein (SREBP) (Düvel et al. 2010; Summermatter et al. 2010). 

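The 44 tested genes of PPAR signaling had a mean log2 fold change of 0.45 between V338Y and wild-type mice at 19 mo (limma camera adjusted p = 4.27e-04), with 33 higher and 11 lower. Of these genes 9 were up-regulated with an unadjusted p under 0.05 (one-sided Fisher's exact test, adjusted p = 0.00450). With mice left out in turn the mean lay between 0.21 and 0.68, and 1 of the 7 fits no longer passed the threshold. Table S1 lists 6 of the genes. The 27 tested genes of SREBP signaling had a mean of 0.64 (limma camera adjusted p = 8.12e-05), with 22 higher and 5 lower, and 5 up-regulated with an unadjusted p under 0.05 (one-sided Fisher's exact test, adjusted p = 0.0414). Table S1 lists 6 of them. Of the regulators themselves, Ppargc1a (ENSMUSG00000029167, chromosome 5 from 51454250 to 51567726), encoding PPARγC-1α, was at 36.2 ± 8.06 CPM (SD, n = 4) in V338Y and 37.5 ± 12.9 CPM (SD, n = 3) in wild-type mice. For Ppargc1a the log2 fold change was -0.020 (standard error 0.24, edgeR adjusted p = 0.991). Srebf1 (ENSMUSG00000020538, chromosome 11 from 60199089 to 60222581) was at 51.7 ± 11.5 CPM (SD, n = 4) and 49.2 ± 5.52 CPM (SD, n = 3). For Srebf1 the log2 fold change was 0.10 (standard error 0.19, edgeR adjusted p = 0.907). Srebf2 had a log2 fold change of 0.15 (standard error 0.21, edgeR adjusted p = 0.853) and Ppara of -0.35 (standard error 0.65, edgeR adjusted p = 0.897). At 3 mo the PPAR set was lower in V338Y mice, with a mean of -0.63 (limma camera adjusted p = 1.16e-10) and 43 of 46 genes lower. A mean as large in size was found in 1 of 8 splits (1 of 35 in all) of the 3 mo mice, the real one included. At 19 mo it was found in 2 of 8 splits (6 of 35 in all) for the PPAR set and in 1 of 8 splits (1 of 35 in all) for the SREBP set.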

Interestingly, we find in our mutants a significant enrichment for gene transcripts annotated as PPAR and SREBP signaling pathways, respectively (Fig. 1A).

In addition to the metabolic alterations, V338Y mutant muscle from 19-mo-old mice shows the transcriptomic signature of inflammation. 

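Marker genes of immune cells were averaged as log2 of CPM with a pseudocount of 0.5 and compared between 4 V338Y and 3 wild-type mice at 19 mo with exact two-sided permutation tests, whose smallest possible p here is 0.0286. The mean of 10 macrophage genes was higher in V338Y mice by 0.19 (exact permutation p = 0.286, adjusted p = 0.443). The mean of 7 T cell genes differed by 0.16 (exact permutation p = 0.457, adjusted p = 0.610) and that of 5 B cell genes by 0.87 (exact permutation p = 0.171, adjusted p = 0.326). These tests leave the mouse numbers aside. Within the 3 pairs of same-numbered mice the T cell and B cell means were higher in the V338Y mouse each time and the macrophage mean in 2 of 3. Over all 76 tests of marker lists the lowest adjusted p was 0.181, that of Xist and the Y-linked genes between the ages among others, so the adjusted p could not set any list apart here. The mean of 5 erythrocyte genes was higher in every V338Y mouse than in every wild-type mouse, by 1.25 (exact permutation p = 0.143). Csf1r (ENSMUSG00000024621, chromosome 18 from 61100598 to 61132149), expressed by macrophages, was at 56.1 ± 10.6 CPM (SD, n = 4) in V338Y and 48.5 ± 4.51 CPM (SD, n = 3) in wild-type mice. For Csf1r the log2 fold change was 0.23 (standard error 0.17, edgeR adjusted p = 0.694). Between 3 and 19 mo it rose by 0.61 in wild-type (edgeR adjusted p = 0.00345) and by 0.60 in V338Y mice on the log2 scale (edgeR adjusted p = 0.0107). Stat3 was at 71.7 ± 14.7 CPM (SD, n = 4) in V338Y and 56.7 ± 8.50 CPM (SD, n = 3) in wild-type mice at 19 mo. For Stat3 the log2 fold change was 0.37 (standard error 0.18, edgeR adjusted p = 0.574). Tlr4 was at 29.8 ± 9.61 CPM (SD, n = 4) and 25.7 ± 6.68 CPM (SD, n = 3). For Tlr4 the log2 fold change was 0.25 (standard error 0.28, edgeR adjusted p = 0.809).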

Chronic inflammation is one of the hallmarks of aging and considered to be of multifactorial origin (Ferrucci and Fabbri 2018). In our *Mrps5* mutant mice, increased inflammation was accompanied by elevated levels of arachidonic acid, dihomo-linoleate and other ω-6-derived polyunsaturated FAs. The polyunsaturated FAs arachidonate and dihomo-linoleate serve as main substrates for the synthesis of eicosanoids (Buczynski et al. 2009), locally acting bioactive signaling lipids that regulate a diverse set of biological processes and that act as highly potent inflammatory mediators (von Moltke et al. 2012; Lämmermann et al. 2013; Dennis and Norris 2015). The increased levels of the substrates arachidonic and dihomo-linoleic acid together with the enhanced expression of key metabolic enzymes of eicosanoid biosynthesis suggest a possible link of metabolic alterations with the transcriptomic signature of enhanced inflammation observed in the aged *Mrps5*^*V338Y/V338Y*^ mutant misreading animals.

## MATERIALS AND METHODS

### Animals

The transgenic *Mrps5^V338Y/V338Y^* mouse strain has been previously described (Akbergenov et al. 2018). Expression levels of *Mrps5* mRNA were comparable in mutant and wild-type mice, indicating that the mutation did not lead to deregulation of *Mrps5* gene expression. Homozygous mutant mice were able to breed and did not show any gross physiological or morphological phenotype. At 3, 9, and 19 mo of age animals were sacrificed, and muscle tissue was carefully dissected, snap frozen and stored at −80°C.

### RNA extraction

For the analysis of quadriceps muscle the following mice were used: four 3-mo-old female animals of *Mrps5^WT/WT^*, four 3-mo-old female animals of *Mrps5^V338Y/V338Y^* three 19-mo-old female animals of *Mrps5^WT/WT^*, and four 19-mo-old animals of *Mrps5^V338Y/V338Y^*. 

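Transcripts that separate the sexes were counted in each of the 15 mice. Xist (ENSMUSG00000086503, chromosome X from 103460366 to 103483254), the RNA of the inactive X chromosome, had 0 to 10 counts in each of the 8 mice of 3 mo and 5296 to 8190 counts in each of the 7 mice of 19 mo. Xist was counted at 506 to 631 CPM in the 19 mo mice and at most 0.574 CPM in the 3 mo mice. The Y-linked Ddx3y (ENSMUSG00000069045) had 1582 to 2967 counts per 3 mo mouse and at most 1 count per 19 mo mouse. Uty, Kdm5d and Eif2s3y, also on the Y chromosome, had at least 393, 223 and 559 counts in every 3 mo mouse and at most 0, 1 and 1 in any 19 mo mouse. Within each age the V338Y and wild-type mice had the same pattern. Between the genotypes at 19 mo the log2 fold change of Xist was 0.13 (standard error 0.13, edgeR adjusted p = 0.781), and between those at 3 mo that of Ddx3y was -0.14 (standard error 0.069, edgeR adjusted p = 0.562).

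**Figure D5:**
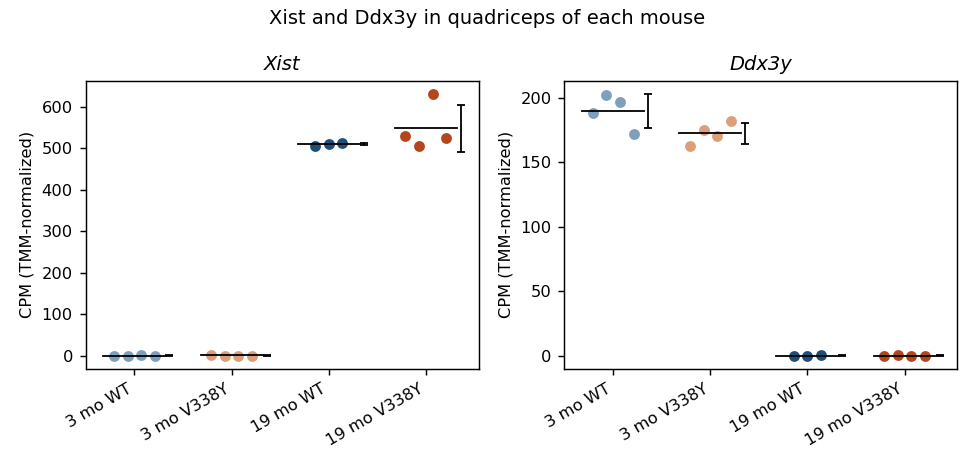
CPM (y axis) of Xist and Ddx3y in each mouse of the 4 groups (x axis); points are mice, lines are group means and bars are SD. Xist lies at or above 506 CPM in 19 mo mice only, and Ddx3y at or above 162.9 CPM in 3 mo mice only.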

RNA was extracted using TRIzol reagent (Invitrogen) according to the manufacturer's instructions. The quality of the isolated RNA was assessed using a Qubit (1.0) Fluorometer (Life Technologies) and a Bioanalyzer 2100 (Agilent). Only those samples with a 260 nm/280 nm ratio between 1.8–2.1 and a 28S/18S ratio within 1.5–2 were further processed, all samples used for RNA sequencing had RIN (RNA Integrity Number) ≥ 7.5.

### cDNA library preparation and sequencing

RNA sequencing (RNA-seq) was performed at the UZH/ETH Functional Genomics Center Zurich (FGCZ) according to the Illumina RNA sequencing protocol. The TruSeq Stranded mRNA Sample Prep Kit (Illumina) was used in the succeeding steps. Briefly, total RNA samples (100–1000 ng) were ribosome depleted and then reverse-transcribed into double-stranded cDNA with actinomycin added during first-strand synthesis. The cDNA samples were fragmented, end-repaired and polyadenylated. TruSeq adapters containing the index for multiplexing were ligated to the fragmented DNA samples. Fragments containing TruSeq adapters on both ends were selectively enriched with PCR. The quality and quantity of the enriched libraries were validated using Qubit (1.0) Fluorometer and the Caliper GX LabChip GX (Caliper Life Sciences). The product was a smear with an average fragment size of approximately 360 bp. The libraries were normalized to 10 nM in Tris-Cl 10 mM, pH 8.5 with 0.1% Tween 20. The TruSeq SR Cluster Kit v4-cBot-HS (Illumina) was used for cluster generation using 8 pM of pooled normalized libraries on the cBOT. Sequencing was performed on the Illumina HiSeq 2500 single end 126 bp using the TruSeq SBS Kit v4-HS (Illumina).

### Transcriptome data analysis

The quality of the reads was assessed using FastQC (Babraham Bioinformatics [http://www.bioinformatics.babraham.ac.uk/projects/fastqc/]) and potential contaminations were evaluated with FastQ Screen (Babraham Bioinformatics [http://www.bioinformatics.babraham.ac.uk/projects/fastq_screen/]) using bowtie2 v. 2.1.0 (Langmead and Salzberg 2012) default parameters. Quantification of gene expression was performed using the RSEM package (version 1.2.18) (Li and Dewey 2011) mapping against the Ensembl 75 annotations derived from the mouse genome assembly GRCm37. 

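Applied to the genes of the count tables with the threshold of at least 10 counts in at least 50% of the mice of one compared group, the paper's filter kept 13657 genes for age in wild-type mice, 13868 for age in V338Y mice, 13833 for genotype at 19 mo, 13333 for genotype at 3 mo and 14128 for the interaction. Without the filter, keeping every gene with a count above 0 in any mouse of the fit, the number of genes with an edgeR adjusted p under 0.05 between the genotypes went from 6 to 14 at 19 mo and from 10 to 33 at 3 mo. The age-regulated genes with an unadjusted p under 0.005 numbered 4077 in wild-type and 4980 in V338Y mice without it.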

Genes not present (<10 counts per gene) in at least 50% of samples from one condition were discarded from further analyses. Differential gene expression analysis between sample groups of interest was performed using the R/bioconductor package edgeR (Robinson et al. 2010). Differences in gene expression levels were calculated as log_2_ fold changes, resulting *P*-values were adjusted using Benjamini–Hochberg multiple test correction (Benjamini and Hochberg 1995). An adjusted *P*-value <0.05 was considered statistically significant; no fold change threshold was applied.

Functional annotation of differentially expressed genes and pathway enrichment analysis were performed using online biological information tool EnrichR (http://amp.pharm.mssm.edu/Enrichr/) (Kuleshov et al. 2016) that integrates several biological databases and provides a comprehensive set of functional annotation information on genes and proteins. The databases KEGG (Kyoto Encyclopedia of Genes and Genomes, http://www.genome.jp/kegg/pathway.html) (Kanehisa et al. 2019), WP (WikiPathways, https://www.wikipathways.org) (Slenter et al. 2018), GO (Gene Ontology enrichment, http://www.geneontology.org) (Harris et al. 2004) from the EnrichR were used for the analysis. The Benjamini–Hochberg false discovery rate (FDR) procedure was applied to pathway analysis as a correction for multiple testing. Pathways or GO terms with FDR corrected *P*-value (adjusted *P*-value) <0.05 were considered statistically significant. GO terms with adjusted *P*-value <0.05 were subjected to the REVIGO web page (Supek et al. 2011) for removal of redundant GO terms from the results.

### qRT-PCR

To confirm the results of transcriptome analysis, selected genes were subjected to qRT-PCR (for list of genes and primers see Supplemental Table S3). RNA samples were reverse transcribed into cDNA using the High Capacity RNA-to-DNA Kit (Applied Biosystems). cDNA was analyzed by real-time quantitative PCR (qPCR) using an ABI 7500 Fast Real Time PCR system (Applied Biosystems) and a pair of gene-specific primers for each selected gene. qPCR was performed in triplicates using EvaGreen Mix (Bio&SELL) and 20 ng of cDNA per reaction. The transcript levels of the examined genes were normalized to the geometric mean of four housekeeping genes (*GAPDH, Dync1h1, Actb, Rpl41*) (Thomas et al. 2014) from the same sample used as an internal reference and the fold change of mutant relative to the WT mice was calculated as 2^−ΔΔCT^ (Pfaffl 2004). Statistical analysis was performed with GraphPad Prism 5.0 software, unpaired Student's *t*-test was used to estimate significance.

### Metabolome analysis

For metabolome analysis of quadriceps muscle, the following mice were compared: six 9-mo-old female animals of *Mrps5^WT/WT^*, three 9-mo-old female animals of *Mrps5^V338Y/V338Y^*, four 19-mo-old female animals of *Mrps5^WT/WT^* animals, and four 19-mo-old female animals of *Mrps5^V338Y/V338Y^* (Supplemental Data S1). Metabolome analysis was performed by Metabolon (USA). In brief, samples were prepared by a proprietary series of organic and aqueous extractions in order to remove proteins and to recover the maximum amount of small molecules. The extracted samples were split in equal parts and analyzed via GC–MS or LC–MS/MS. For the LC–MS/MS two equal parts were analyzed in the positive (acidic solvent) and in the negative (basic solvent) ionization mode. Samples for GCMS were bistrimethyl-silyl-trifluoroacetamide derivatized and were run with a 5% diphenyl/95% dimethyl polysiloxane fused silica column.

Metabolome data sets were analyzed by between group analysis (BGA) and random forest (RF) algorithm using the made4 or the RRF package (bioconductor.org) in R, respectively. Normalized MS intensity data were used for RF and BGA analyses, the latter based on Principal Component Analysis (PCA). BGA was applied to a data set consisting of 230 metabolites. Results of the BGA were visualized by a scatter plot for the first two axes of the BGA. The criteria for metabolites being correlated to a group was a maximal angle of 18° (cos18 = 0.95 correlation coefficient) of the metabolite's vector to the vector of the center of the corresponding group. Coordinates were used to calculate significance levels between groups by applying Welch's *t*-test. A common data set of 88 metabolites derived from the comparison of a published data set (Shavlakadze et al. 2019) and our data set was used to compare age-associated metabolic patterns. The animals of the published data set were used as training data set (3 mo-old animals *n* = 8, 23-mo-old animals *n* = 7) and a BGA model was calculated, the animals of the present study were used as test data set and projected on the calculated BGA model. The resulting coordinates of individual mice were plotted. For univariate analyses Welch's *t*-test and two-way ANOVA were used.

### Histopathology

An amount of 4 µm sections of formalin-fixed, paraffin-embedded hindlimb skeletal muscle (*M. soleus*, *M. tibialis* anterior) were subjected to hematoxylin-eosin staining. In addition, frozen sections (4 µm) of hindlimb skeletal muscle were subjected to histochemical stains to screen for signs of mitochondrial damage (COX, SDH, NADH, modified Gomori trichrome), abnormal fibre typing and atrophy (ATPases pH 4.2/pH 4.6/pH 9.4), dysregulated autophagic flux (acid phosphatase), pathological accumulation of glycogen (PAS), and neural lipids (ORO). Comparative histopathological analyses of mutant and age-matched wild-type controls at age 9 mo (*n* = 3 per group) did not reveal any differences. In particular, no histological signs of inflammation (e.g., lymphocytic infiltrates), mitochondrial damage, dysregulated autophagic flux, abnormal accumulation of glycogen, or neural lipids were evident.

## DATA DEPOSITION

Transcriptome data are available in the Gene Expression Omnibus (GEO), accession number GSE107520, token utwbackwrzmdxip. Metabolome data have been deposited in EMBL-EBI MetaboLights database and are accessible through accession number MTBLS1594.

## SUPPLEMENTAL MATERIAL

Supplemental material is available for this article.

## Supplementary Material

Supplemental Material

# Supplementary material for: Mitochondrial misreading in skeletal muscle accelerates metabolic aging and confers lipid accumulation and increased inflammation
**Source:** RNA. 2021 Mar;27(3):265–72. doi: 10.1261/rna.077347.120
**Supplement:** Supplemental Material

Mitochondrial misreading in skeletal muscle accelerates metabolic aging and confers lipid accumulation and increased inflammation — Mitochondrial misreading in skeletal muscle accelerates metabolic aging and confers lipid accumulation and increased inflammation — Supplemental Material 

# Mitochondrial misreading in skeletal muscle accelerates metabolic aging and confers lipid accumulation and increased inflammation

## Supplemental Material

- Supplemental\_Figures.pdf
- Supplemental\_Tables.docx

# Supplementary material for: Mitochondrial misreading in skeletal muscle accelerates metabolic aging and confers lipid accumulation and increased inflammation
**Source:** RNA. 2021 Mar;27(3):265–72. doi: 10.1261/rna.077347.120
**Supplement:** Supplemental Material

## Supplementary Figures

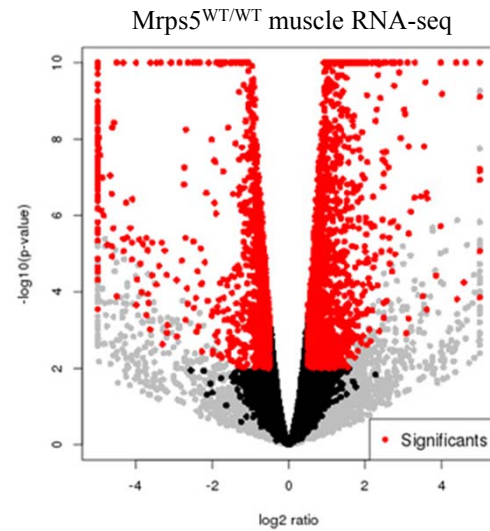

|           | fc >= 1 | fc >= 1.5 | fc >= 2 |
|-----------|---------|-----------|---------|
| p < 0.1   | 6611    | 3430      | 1252    |
| p < 0.05  | 5564    | 3235      | 1236    |
| p < 0.01  | 3853    | 2736      | 1113    |
| p < 0.005 | 3343    | 2576      | 1064    |
| p < 0.001 | 2426    | 2154      | 927     |
| p < 1e-05 | 1155    | 1155      | 655     |
| p < 1e-07 | 590     | 590       | 456     |
| p < 1e-10 | 268     | 268       | 264     |

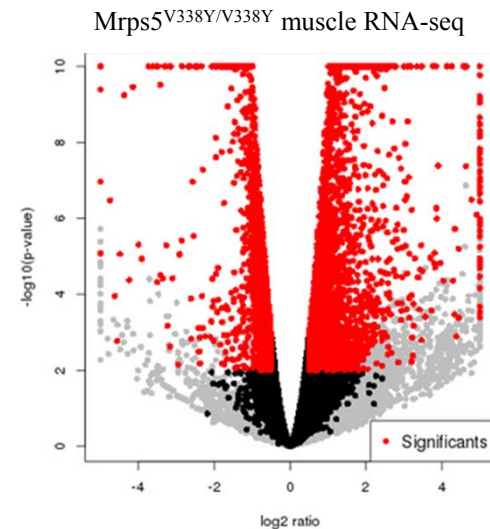

|           | fc >= 1 | fc >= 1.5 | fc >= 2 |
|-----------|---------|-----------|---------|
| p < 0.1   | 7645    | 4722      | 1955    |
| p < 0.05  | 6668    | 4453      | 1910    |
| p < 0.01  | 4852    | 3797      | 1665    |
| p < 0.005 | 4232    | 3538      | 1554    |
| p < 0.001 | 3136    | 2949      | 1324    |
| p < 1e-05 | 1412    | 1412      | 874     |
| p < 1e-07 | 716     | 716       | 605     |
| p < 1e-10 | 299     | 299       | 298     |

**Figure S1.** RNAseq analysis of Mrps5<sup>WT/WT</sup> and Mrps5<sup>V338Y/V338Y</sup> skeletal muscle from mice 3 months and 19 months age. Volcano plots showing fold change (log<sub>2</sub> ratio) and significance of differential expression (−log<sub>10</sub>(p-Value)) for each gene in aging wild-type (top) and aging mutant (bottom) mice. Each dot represents a single gene. Red dots are significantly regulated genes (p<0.01, log<sub>2</sub> ratio>0.5). Tables showing number of regulated genes at different levels of stringency, red frame marks a set of genes that have been chosen for gene enrichment analysis.

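The tables of the figure count genes by unadjusted p and by fold change. Counted the same way from the deposited expected counts, 6446 genes in wild-type mice had an edgeR p under 0.05 between 3 and 19 mo, 4178 a p under 0.01 and 3416 a p under 0.005. The paper's numbers for these are 5564, 3853 and 3343. With a p under 0.005 and a fold change of at least 1.5 there were 2277 genes, and of at least 2, 934 genes, where the paper reports 2576 and 1064. In V338Y mice 7538, 5346 and 4492 genes had a p under 0.05, 0.01 and 0.005, and the paper reports 6668, 4852 and 4232. Fold changes of at least 1.5 and 2 at a p under 0.005 were found for 3203 and 1338 genes, against the paper's 3538 and 1554. A fold change here means a change in either direction, and a threshold of 1 applies none.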

**A**

| Biological process                               | p-Value              |
|--------------------------------------------------|----------------------|
| Electron Transport Chain WP295                   | 7.97E <sup>-46</sup> |
| Oxidative phosphorylation WP1248                 | 1.72E <sup>-24</sup> |
| Proteasome Degradation WP519                     | 5.27E <sup>-12</sup> |
| Amino Acid metabolism WP662                      | 2.17E <sup>-09</sup> |
| Glycolysis and Gluconeogenesis WP157             | 4.42E <sup>-08</sup> |
| TCA Cycle WP434                                  | 5.48E <sup>-08</sup> |
| Mitochondrial LC-Fatty Acid Beta-Oxidation WP401 | 5.34E <sup>-06</sup> |
| Translation Factors WP307                        | 5.82E <sup>-05</sup> |
| Eukaryotic Transcription Initiation WP567        | 8.43E <sup>-05</sup> |

**B**

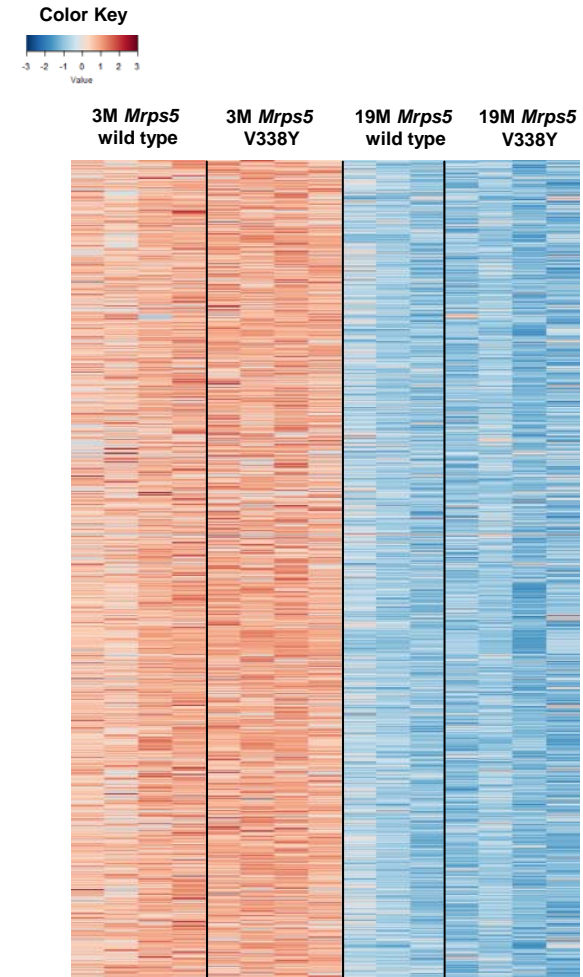

**Figure S2.** RNAseq analysis of *Mrps5*<sup>WT/WT</sup> and *Mrps5*<sup>V338Y/V338Y</sup> skeletal muscle from mice 3 months and 19 months age. **(A)** Terms and significances for downregulated gene transcripts (Wiki Pathways; 19m vs 3m mice); adjusted p-values are shown. **(B)** Heatmap of genes significantly ( $p < 0.05$ ) down-regulated during aging (19m vs 3m mice).

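Panel A of the figure asks whether a pathway's genes occur among the down-regulated transcripts more often than other genes do, and the same question was put to hand-written sets with one-sided Fisher's exact tests on genes with an unadjusted edgeR p under 0.05. Of the electron transport chain and ATP synthase genes, 76 of 77 were down-regulated at 19 mo in wild-type mice, against 22.8% of the other genes (Fisher's exact test, adjusted p = 3.02e-46), and 77 in V338Y mice (adjusted p = 2.20e-45). Of the proteasome genes 29 of 32 were down-regulated in wild-type mice (Fisher's exact test, adjusted p = 4.92e-15) and 29 in V338Y mice (adjusted p = 5.68e-14). The other sets of this panel's terms, in wild-type and then V338Y mice, were the TCA cycle (15 and 13 of 21 genes; Fisher's exact test, adjusted p = 1.13e-05 and 0.00138) and translation factors (27 and 32 of 51 genes; Fisher's exact test, adjusted p = 1.13e-05 and 8.02e-08). Mitochondrial beta-oxidation passed in wild-type mice only (15 and 9 of 19 genes; Fisher's exact test, adjusted p = 1.93e-06 and 0.0736). Glycolysis passed in neither (8 and 9 of 19 genes; Fisher's exact test, adjusted p = 0.0942 and 0.0736). No set was written for amino acid metabolism or transcription initiation. Genes of one complex are regulated together, so they are not independent draws and these p-values are smaller than independent genes would give. The 3 mo and 19 mo mice also differ in Xist and Y-linked transcripts.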

**A**

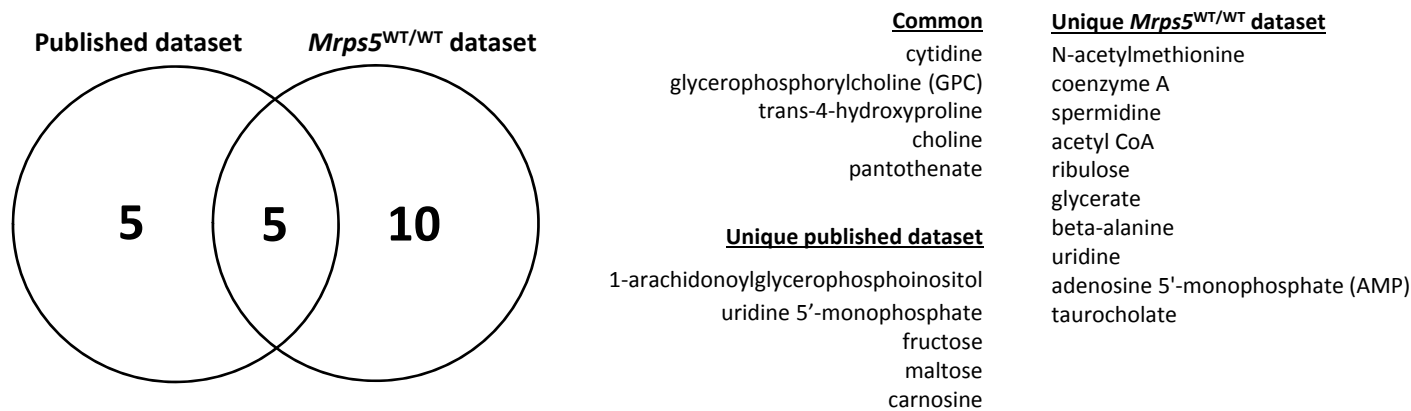

**B**

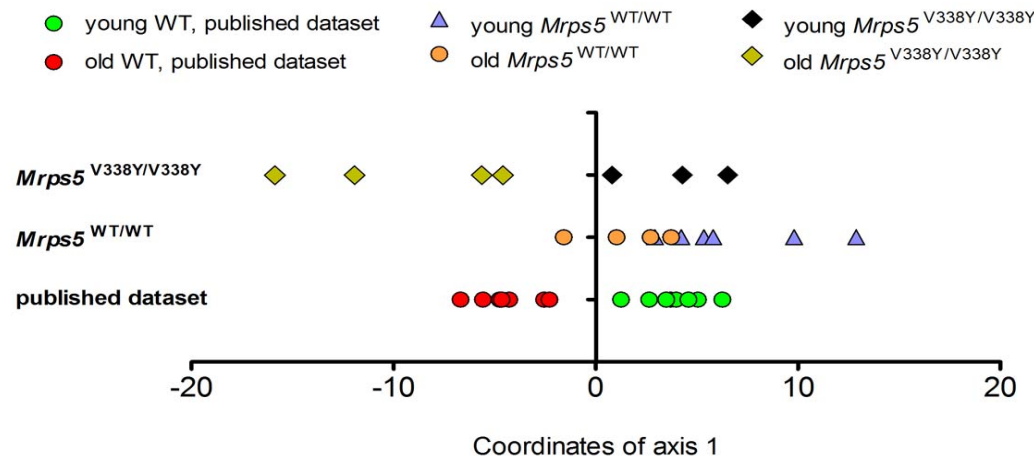

**Figure S4.** Age-associated metabolites. (A) Comparison of 3 months (n=8) and 23 months (n=7) C57/Bl6 mice of published dataset (Houtkooper et al., 2011) with 9 (n=6) and 19 (n=4) months old *Mrps5*<sup>WT/WT</sup> mice of the present study. The top 10 age-associated Random Forest (RF) selected metabolites of the published dataset were compared with the top 15 age-associated RF selected metabolites of *Mrps5*<sup>WT/WT</sup>. Free fatty acids were removed from the comparison, as in the published dataset mice were starved overnight, while in the present study mice were fed *ad libitum* before euthanasia. (B) Analysis of common aging pattern between published study ( $\Delta$ old-young = 20 months) and the present study ( $\Delta$ old-young = 10 months). The dataset consisted of 88 common metabolites between the published and the present dataset. BGA of the published mouse dataset was calculated (training dataset). Mice of the present study were used as a test dataset, superimposed in the BGA and coordinates of axis 1 were plotted.

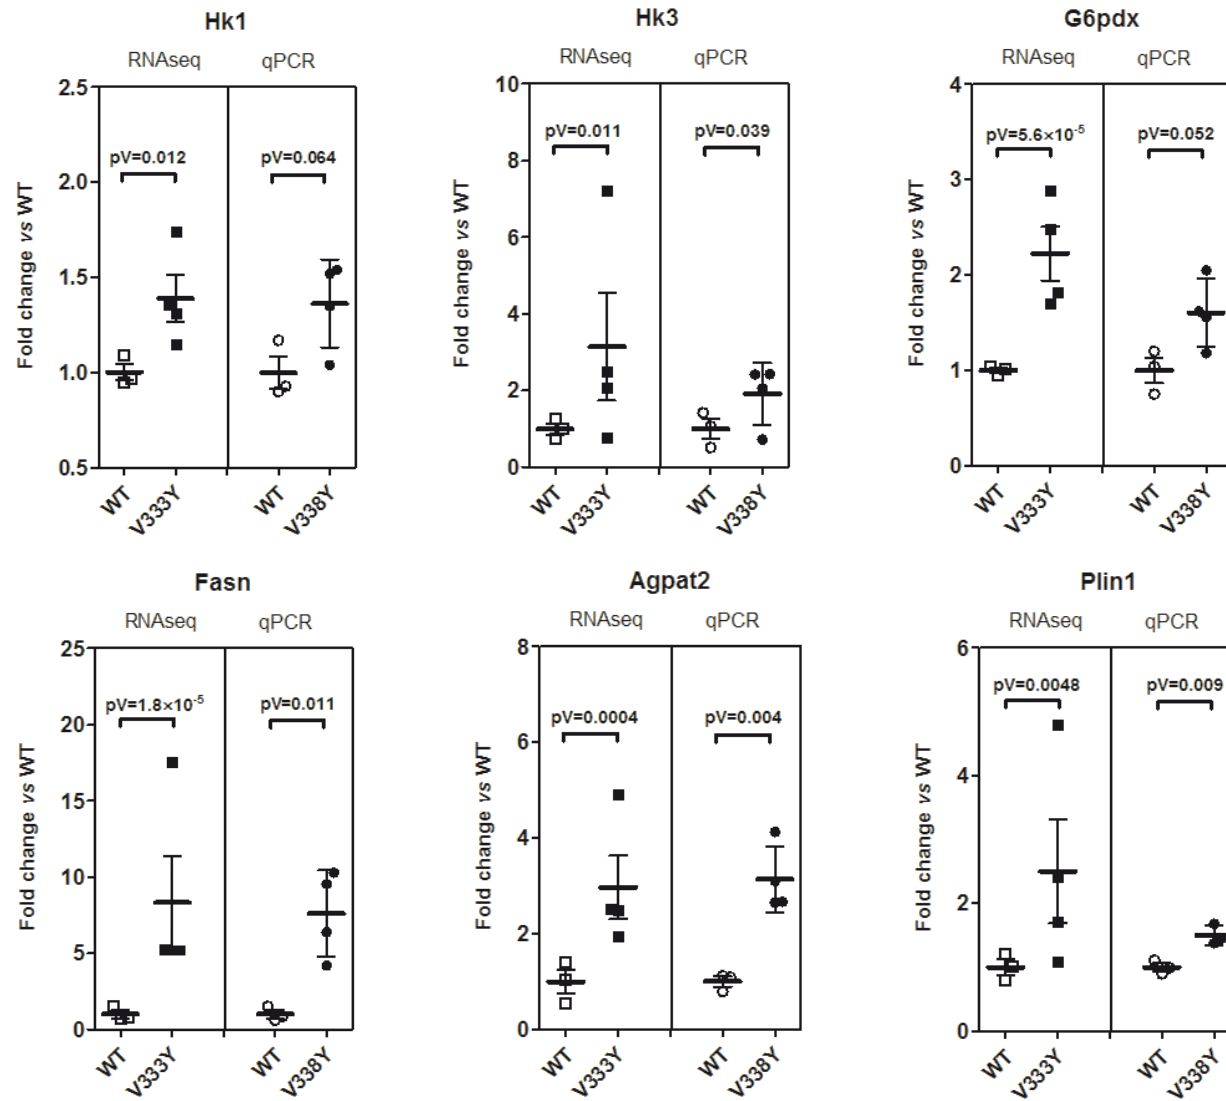

**Figure S5.** qPCR verification of the RNAseq expression profile of selected genes in the Mrps5<sup>WT/WT</sup> and Mrps5<sup>V338Y/V338Y</sup> skeletal muscle from mice of 19 months age. RNAseq data are shown for comparison, corresponding p-values are indicated. Error bars represent SEM.

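The RNA-seq values of the 6 genes of this figure in 19 mo mice were, as V338Y over wild-type, a log2 fold change of 0.49 (standard error 0.16, edgeR adjusted p = 0.525) for Hk1, 1.68 (standard error 0.66, edgeR adjusted p = 0.541) for Hk3 and 1.17 (standard error 0.21, edgeR adjusted p = 0.302) for G6pdx. They were 3.08 (standard error 0.56, edgeR adjusted p = 0.302) for Fasn, 1.59 (standard error 0.40, edgeR adjusted p = 0.488) for Agpat2 and 1.35 (standard error 0.47, edgeR adjusted p = 0.537) for Plin1. The primers of Table S3 were placed on the transcripts of the annotation (GRCm38), and the primers of all 10 genes matched a transcript of their gene. The Hk1 product of 112 bp lies on chromosome 10 from 62269083 to 62269194, that of Hk3 (79 bp) on chromosome 13 from 55006138 to 55006216 and that of G6pdx (144 bp) on chromosome X from 74428906 to 74429049, each within a single exon. The Fasn product (149 bp) lies in exons 8 and 9 on chromosome 11 from 120819131 to 120819881. The Agpat2 product (129 bp) spans an intron on chromosome 2 from 26597308 to 26604127, as does that of Plin1 (116 bp) on chromosome 7 from 79730023 to 79732709. Of the reference genes, the primers for Gapdh also matched 54 other annotated genes and those for Rpl41 1 other gene.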

# Supplementary material for: Mitochondrial misreading in skeletal muscle accelerates metabolic aging and confers lipid accumulation and increased inflammation
**Source:** RNA. 2021 Mar;27(3):265–72. doi: 10.1261/rna.077347.120
**Supplement:** Supplemental Material

**Table S1. Regulated genes in 19 month *Mrps5*^V338Y/V338Y^ compared to wild-type mice**

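The 41 entries of Table S1 name 43 genes when joint entries are written out. All 43 were higher in 19 mo V338Y than in wild-type mice in the counts per gene compared with edgeR. The ratio of the fold change found here to the paper's had a median of 1.02 and ranged from 0.963 to 2.03. None of the 43 genes reached an adjusted edgeR p under 0.05 at 19 mo among 13833 tested genes, and 35 had an unadjusted p under 0.05. With the alternative tests, 9 of them reached an adjusted p under 0.05 with DESeq2 and 9 with edgeR's exact test. With the replicate block, in which mice are paired by the numbers in their labels, 13 did. Residual correlations of same-numbered 19 mo mice had a mean of 0.257 across genes, within the range of differently numbered mice. The largest fold changes in the main fit were those of Apoa2 with a log2 fold change of 3.26, Elovl6 with 3.19 and Fasn with 3.08. That of Apoa2 rests on few counts. It ran from 2.63 to 6.34 over the 5 fits with a mouse left out that gave a value.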

Genes of glycolysis, PPP, FA, TAG, and eicosanoid synthesis with a p-value ≤ 0.05 are shown. P-value was calculated using differential gene expression analysis (see Supporting Information Methods) by comparing 19 month *Mrps5*^V338Y/V338Y^ and the aged matched wild-type.

**Table S2. Metabolites with different pool sizes in 19 month *Mrps5*^V338Y/V338Y^ compared to wild-type mice**

| **Metabolite** | **Fold change**  (19 M *Mrps5*^V338Y/V338Y^ *vs Mrps5*^WT/WT^) | **p-Value**  (Student t-Test) |
| --- | --- | --- |
| **Glycolysis** |  |  |
| 3-phosphoglycerate | 0.62 | 0.007 |
| 2-phosphoglycerate | 0.66 | 0.015 |
| phosphoenolpyruvate (PEP) | 0.67 | 0.016 |
| pyruvate | 0.57 | 0.044 |
|  |  |  |
| **Pentose Phosphate Pathway (PPP)** |  |  |
| ribulose 5-phosphate | 1.61 | 0.062 |
| ribose 5-phosphate | 1.94 | 0.063 |
| ribose | 1.85 | 0.072 |
|  |  |  |
| **FA synthesis** |  |  |
| arachidonate (20:4n6) | 1.49 | 0.003 |
| arachidate (20:0) | 1.32 | 0.019 |
| docosadienoate (22:2n6) | 1.63 | 0.001 |
| docosapentaenoate (n3 DPA; 22:5n3) | 1.25 | 0.141 º |
| docosapentaenoate (n6 DPA; 22:5n6) * | 2.05 | 0.159 º |
| adrenate (22:4n6) | 1.45 | 0.191 º |
| dihomo-linoleate (20:2n6) * | 1.38 | 0.128 º |
| eicosapentaenoate (EPA; 20:5n3) * | 1.68 | 0.077 |
| mead acid (20:3n9) | 2.14 | 0.022 |
| stearidonate (18:4n3) | 1.37 | 0.180 º |
| margarate (17:0) * | 1.20 | 0.097 |
| stearate (18:0) | 1.23 | 0.095 |
| myristoleate (14:1n5) | 2.00 | 0.001 |
| myristate (14:0) * | 1.50 | 0.097 |
| eicosenoate (20:1n9 or 11) * | 1.53 | 0.094 |
| palmitate (16:0) | 1.48 | 0.070 |
| palmitoleate (16:1n7) | 1.90 | 0.019 |
| 15-methylpalmitate * | 1.30 | 0.052 |
|  |  |  |
| **TAG synthesis** |  |  |
| glycerol 3-phosphate | 0.57 | 0.059 |
|  |  |  |
| **Lysophospholipids** |  |  |
| 1-arachidonoylglycerophosphocholine (20:4n6) | 4.51 | 0.01 |
| 1-docosahexaenoylglycerophosphocholine (22:6n3) | 4.38 | 0.01 |
| 2-docosapentaenoylglycerophosphoethanolamine | 3.05 | 0.01 |
| 2-oleoylglycerophosphocholine | 3.64 | 0.02 |
| 2-linoleoylglycerophosphocholine | 2.55 | 0.05 |
| 2-arachidonoylglycerophosphocholine | 3.04 | 0.05 |
| 1-stearoylglycerophosphocholine (18:0) | 3.53 | 0.08 |
| 1-linoleoylglycerophosphocholine (18:2n6) | 2.28 | 0.09 |
| 2-docosapentaenoylglycerophosphocholine (22:5n3) | 2.66 | 0.09 |

Metabolites of glycolysis, PPP, glycerophospholipids, FA and TAG synthesis with p-values ≤ 0.1 (Student’s t-test) are shown.

* described aging markers

º these metabolites with p-values > 0.1 were included for completion of pathway analysis

**Table S3. Primers used for real-time quantitative PCR of target and house-keeping genes**

| **Gene symbol** | **Gene name** | **Primers 5’-3’** |
| --- | --- | --- |
| *Hk1* | Hexokinase 1 | ACC AAC CCA CAA AAC AAC GC |
|  |  | CCA AGG AAA CAC CAC TCC GA |
| *Hk3* | Hexokinase 3 | GGT TAC TGC TGT TGC TTG TCG |
|  |  | TCC AAT GAG ATT GCT TCG TTC C |
| *G6pdx* | Glucose-6-phosphate dehydrogenase | GGC ATC GGG GAA GGC CAA A |
|  |  | TTA ACG CAA GAG GGC GTG TG |
| *Fasn* | Fatty acid synthase | GGC CCC TCT GTT AAT TGG CT- |
|  |  | GGA TCT CAG GGT TGG GGT TG |
| *Agpat2* | 1-acyl--glycerol-3-phosphate acyltransferase-beta | CAA GGT CGG TCT CTA CTG CG |
|  |  | TTG AAG GAC CGA ACG AAC CA |
| *Plin1* | Perilipin 1 (lipid droplet-associated protein) | CTA GCT GCT TTC TCG GTG TT |
|  |  | CTG CAG AAC TCT CTG GAG CAC |
| *Gapdh** | Glyceraldehyde 3-phosphate dehydrogenase | CAT CAC TGC CAC CCA GAA GAC TG |
|  |  | ATG CCA GTG AGC TTC CCG TTC AG |
| *Dync1h1** | Cytoplasmic dynein 1 heavy chain 1 | CCG GAG CAC TGC ACT TCT AA |
|  |  | GCC AGC GTA AGC AAT GAA GG |
| *Actb** | Beta-actin | CCT CCC TGG AGA AGA GCT ATG |
|  |  | TTA CGG ATG TCA ACG TCA CAC |
| *Rpl41** | Ribosomal protein L41 | GCC ATG AGA GCG AAG TGG |
|  |  | CTC CTG CAG GCG TCG TAG |

* housekeeping genes used as an internal reference

How the deposited data were processed for this re-analysis (not part of the article)

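RNA of quadriceps muscle from 15 mice was sequenced, from 4 wild-type and 4 V338Y mice at 3 mo and from 3 wild-type and 4 V338Y mice at 19 mo. The authors aligned the reads and deposited an expected count per gene for each mouse, estimated with RSEM and given as whole numbers, without normalization for depth or gene length. The paper's text does not name how the estimates were rounded. Each mouse was assigned to its age and genotype by its label, and the mice have no date or batch in their labels. The totals ran from 8250653 to 18968132 counts per mouse, and the chi-square per degree of freedom between mice of a group, 5.85 to 111, showed that spread between animals exceeds counting noise. Of the 105 pairs of files 0 were identical. Gene symbols and positions come from an annotation of GRCm38.

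Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Genes with at least 10 counts in at least 50% of the mice of one compared group were kept, the filter of the paper. Library sizes were normalized by TMM, and groups were compared with edgeR's quasi-likelihood test in a fit of the groups compared, or of all 15 mice for the interaction of age and genotype. P-values were adjusted by the Benjamini-Hochberg method within each comparison. An unadjusted p under 0.005 was used for age, as in the paper, and an adjusted p under 0.05 for genotype and interaction. Fold changes come from edgeR, and their standard errors from the same fit. CPM are the counts of a gene scaled to a common library size after TMM normalization.

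The pathway databases of the paper were not used here. In their place 18 gene sets were written by hand from names of enzymes, subunits and the paper's Fig. 1B, and tested with limma's camera at a correlation between genes of 0.01, adjusted over the 18 sets, and by one-sided Fisher's exact tests of up-regulated or down-regulated genes with an unadjusted p under 0.05 among all tested genes. Marker genes of 19 lists were averaged as log2 of CPM with a pseudocount of 0.5 and compared by exact two-sided permutation tests. The code was tested on simulated data with known differences.

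Genes named in the text follow a rule. They are every gene the paper names, Mrps5, and Xist and the Y-linked Ddx3y, Uty, Kdm5d and Eif2s3y as a check of the labels. For each comparison, up to 10 genes were added with the largest absolute log2 fold change among those with an adjusted p under 0.05 and no overlap between the groups, and from each set or marker list up to 5 members with the smallest adjusted p. Of these genes the text gives those that bear on a sentence of the paper or on a test.

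The alternatives were RLE size factors, upper-quartile normalization, DESeq2, edgeR's likelihood ratio and exact tests, no filter, edgeR's filterByExpr, a fit without the 10 most counted genes, a replicate block by mouse number, a fit of all 15 mice, camera with the correlation estimated per set, other pseudocounts, and each mouse left out in turn. The sets were also tested at 19 mo without the genes of Table S1, a test added after the data were seen that lowers the mean of the rest by construction. Splits of the mice into other groups of the same sizes were counted, up to 100. For the interaction these splits exchanged labels only within same-numbered pairs of one age. Counting them for the mean of every set was also added after the data were seen. Random gene lists, 10000 in number, were matched on GC content, exon length and expression. Primers of Table S3 were placed on annotated transcripts. The metabolome, the quantitative RT-PCR and measurements in other tissues were not analysed here.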

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

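The tests of reads shared with X-linked copies, of brown adipose tissue behind Ucp1, of liver RNA, of the neutrophil mouse, of Eif3j1 and Eif3j2, of Pla2g4e, of the adipocyte covariate, of the mean of the genes induced by fasting over mice and of the choice of genes by the paper were chosen only after the result was seen.

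Xist was at 506 CPM or more in each of the 7 mice of 19 mo, and the Y-linked Ddx3y at 162.9 CPM or more in each of the 8 mice of 3 mo, genes the paper does not discuss. If reads shared with the X-linked copies of the Y genes were the source, Y genes would also be counted at 19 mo, and their highest value there was 0.0826 CPM, which speaks against it. If the ages differ in sex, X-linked genes that escape X inactivation should be higher at 19 mo. Of 4 such genes, 3 (Kdm6a, Kdm5c and Eif2s3x) were higher in every 19 mo mouse than in every 3 mo mouse. Kdm5c was at 68.9 ± 7.53 CPM (SD, n = 7) at 19 mo and 32.8 ± 1.76 CPM (SD, n = 8) at 3 mo, and the ranges of Ddx3x overlapped. These values are consistent with male mice at 3 mo and female mice at 19 mo, while the paper lists the mice of both genotypes at 3 mo and the wild-type mice at 19 mo as female. Whether the animals or their labels differ from the description cannot be read from counts. With Xist and these 4 escape genes set aside, 23.2% (104 of 448) of the X-linked genes tested in wild-type mice were age-regulated. Of the autosomal genes 25.1% were (3272 of 13015; Fisher's exact test, p = 0.375). As the X-linked genes expected to differ by sex were left out beforehand, this share does not argue against a difference in sex. Since every 3 mo mouse differs from every 19 mo mouse in these transcripts, an effect of sex on autosomal genes cannot be told apart from age in any comparison between the ages. The mean of the Y genes in 19 mo V338Y mouse 3 stood apart from those of the other 3 mice, with a gap that took up the whole range (a ratio of 1), because of a single count of Ddx3y.

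Dbp, a transcript with a daily rhythm that the paper does not discuss, was at 57.4 CPM or more in every 3 mo mouse and at 10.00 CPM or less in every 19 mo mouse. A score of Arntl and Npas2 against Dbp, Nr1d1, Per3 and Ciart, on the log2 scale, ran from -3.41 to -2.66 at 3 mo and from 0.40 to 1.53 at 19 mo. If the time of day at sampling differed between the ages, at least 4 of 6 further clock genes should have moved with this score without overlap, and 3 did (Nr1d2, Tef and Hlf), while Clock, Nfil3 and Bhlhe41 overlapped. The test set for a difference in sampling time was therefore not met, by 1 gene. Means of the 3 overlapping genes also shifted, from 58.4 to 75.6 CPM for Clock, 21.1 to 33.4 CPM for Nfil3 and 29.0 to 17.8 CPM for Bhlhe41. Missing the rule by 1 gene therefore does not argue against a difference in sampling time. Nr1d1, which the score counts with Dbp, moved the other way, from 30.8 ± 5.89 CPM (SD, n = 8) at 3 mo to 59.0 ± 15.8 CPM (SD, n = 7) at 19 mo. This gene alone does not decide the question. Age and the sex-linked difference run along the same split and were not separated from it.

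Ucp1 was at 328 CPM in 3 mo wild-type mouse 1, with 36.96 CPM in the next highest of the 15 mice. Of 5 other genes of brown adipocytes, 3 (Cidea, Elovl3 and Dio2) were highest in that mouse, and Cox8b and Cox7a1 were not. Brown adipose tissue in the dissected muscle was to put at least 4 of the 5 highest in that mouse, and to make the difference of the PPAR signaling set at 3 mo fall by more than 50% without it. That difference went from -0.63 to -0.43, so neither part was met. The brown adipocyte score was also 1.53, 1.89 and 3.37 in 3 mo wild-type mice 2, 3 and 4. In 3 mo V338Y mice 2, 3 and 4 it was 0.88, 0.97 and 0.92, and in V338Y mouse 1 it was 2.49. Leaving out wild-type mouse 1 alone therefore cannot decide whether brown adipose tissue lies behind the PPAR difference. Cox8b and Cox7a1 weaken the test, because their medians in the other 14 mice were already 197 and 210.2 CPM. In 3 mo V338Y mouse 1 the brown adipocyte score stood apart from the other 3 mice upward, by 0.942 of the group's range. No biological explanation was tested for a single mouse.

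Albumin (Alb) was counted at up to 243 CPM in the 3 mo mice. If RNA from liver was present, other hepatocyte genes should rank the 8 mice as Alb does. Their mean followed Alb with a Spearman rho of 0.976 (permutation p = 3.97e-04, adjusted p = 7.94e-04 over 2 such relations) and a Pearson r of 0.983 (permutation p = 1.24e-04, adjusted p = 2.48e-04). Without the 2 mice farthest from the median of Alb, rho was 0.943 and r 0.956. The relation is consistent with RNA from liver in varying amounts, carried over in dissection or in library preparation, which the counts cannot tell apart. Apoa2 of Table S1 is 1 of the genes of the hepatocyte list, and its largest counts were in 3 mo mice. At 19 mo Alb was at 4.40 to 39.9 CPM in V338Y and 1.12 to 6.73 CPM in wild-type mice. The hepatocyte mean differed by 0.80 (exact two-sided permutation test, p = 0.171). It was higher in the V338Y mouse in each of the 3 same-numbered pairs, by 0.36 to 1.50. RNA from liver as a part of the 19 mo difference in Apoa2 therefore cannot be ruled out.

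S100a8 was at 164 CPM in 19 mo V338Y mouse 5 and at 6.50 CPM or less in the other 3 mice of its group. If this mouse alone carried the difference of the Fig. 1B inflammation genes, the mean log2 fold change of these genes should fall to under 0.26 without it. It was 0.424 without that mouse and 0.51 with it, so a single mouse with neutrophil transcripts does not account for the difference. The source of the neutrophil transcripts in mouse 5, blood or infiltrated cells, was not tested.

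Between the genotypes, 17 genes had an unadjusted p under 0.005 and one direction at both ages, and 11 of them (64.7%) lie within 10 Mb of Mrps5, where 179 of the 13038 genes tested at both ages lie (1.37%; one-sided Fisher's exact test, p = 2.76e-17). This is consistent with DNA linked to the knock-in at Mrps5 that differs between the strains compared, although an effect of the mutation on neighboring genes would give the same position. For Pla2g4e, counted among the 11, the other genes gave the same picture, with 10 of the other 16 in the window (one-sided Fisher's exact test, p = 1.30e-15), so its difference cannot be told apart from one carried by linked DNA. Eif3j2, on chromosome 18, was higher and Eif3j1, in the window, lower in V338Y mice at both ages. If reads were only moved from one paralog to the other, their sum should not differ. The summed CPM in 19 mo V338Y mice was 40.7 ± 5.06 (SD, n = 4) and in wild-type mice 65.4 ± 4.10 (SD, n = 3), a ratio of 0.623 with no overlap at either age, so moved reads alone do not account for it. A strain variant against the reference near Mrps5 remains a candidate explanation, with 10 of the other 15 genes in the window (one-sided Fisher's exact test, p = 4.95e-16).

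In groups of 4 mice, 11 of 160 scores and transcripts had a mouse whose gap to the nearest other mouse took up more of the range than Dixon's critical value allows, and about 8 would by chance, so single cases carry little weight. Among the 19 mo V338Y mice, mouse 2 stood apart upward for the pentose phosphate pathway (gap ratio 0.971), Acaca (0.968) and Fasn (0.995). In the same group mouse 3 stood apart downward for Pfkl (0.913) and mouse 4 downward for Mrps5 (0.910). At 3 mo, wild-type mouse 4 stood apart upward in the scores of macrophages (0.848), erythrocytes (0.836) and endothelial cells (0.838), and V338Y mouse 2 upward in type IIA fibers (0.935). Other cells in the dissected tissue were not tested as a source for these single mice.

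The age effect differed between the genotypes, by an interaction with a limma camera adjusted p under 0.05, in 15 of the 18 sets. The interaction, V338Y minus wild-type on the log2 scale, was 1.56 for fatty acid synthesis and desaturation, 1.18 for lipid droplet proteins, 1.15 for PPAR signaling, 0.86 for SREBP signaling, 0.75 for glycerolipid synthesis and 0.62 for the pentose phosphate pathway. It was 0.49 for the Fig. 1B inflammation genes, 0.41 for NADPH oxidase, 0.34 for eicosanoid synthesis and 0.31 for glutathione metabolism. Negative interactions were found for the proteasome (-0.17), cytosolic ribosomal proteins (-0.16), the electron transport chain and ATP synthase (-0.10), translation factors (-0.10) and mitochondrial ribosomal proteins (-0.094). Genotype labels were then exchanged within same-numbered pairs of each age, which left the label of the unpaired 19 mo V338Y mouse 3 fixed. Of 100 such splits, the real one included, 1 gave an interaction as large for fatty acid synthesis, 2 for PPAR signaling and 15 for the Fig. 1B inflammation genes. The last cannot be told apart from the spread between mice. Whether equal numbers mean paired mice is not stated, so these counts hold for such exchanges only. For the other 12 sets the number of splits out of 100 was 1 for the pentose phosphate pathway, 1 for SREBP signaling, 2 for glycerolipid synthesis, 3 for lipid droplet proteins, 4 for eicosanoid synthesis and 5 for glutathione metabolism. It was 10 for cytosolic ribosomal proteins, 16 for the proteasome, 33 for mitochondrial ribosomal proteins, 45 for the electron transport chain, 45 for translation factors and 49 for NADPH oxidase, so these 6 cannot be told apart from the spread between mice either. Where genes were chosen by the paper for their difference at 19 mo, the interaction carries that choice as well. Adipocyte markers without a role in lipid synthesis or storage had the same pattern. Their mean differed (V338Y minus wild-type) by -0.92 at 3 mo (exact two-sided permutation test, p = 0.0857) and by 1.099 at 19 mo (p = 0.171). Adipocytes in the dissected muscle as a part of the interaction of the lipid sets therefore cannot be ruled out. With the correlation between genes estimated per set, the limma camera adjusted p of the interaction was 0.105 for fatty acid synthesis, 0.130 for PPAR signaling and 0.170 for the Fig. 1B genes. Without 3 mo wild-type mouse 1, the mouse with Ucp1, the interaction of PPAR signaling was 0.951, a fall by less than 50%, so that mouse does not account for it.

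For the fatty acid synthesis genes, which were higher in V338Y mice at 19 mo by a mean log2 fold change of 1.15 (14 of 17 genes), several technical explanations were weighed. If the 19 mo groups had differed in feeding, genes induced by fasting should be lower in V338Y mice, and the mean of 8 such genes differed by 0.11 and did not pass the threshold with limma's camera. An exact two-sided permutation test of their mean log2 CPM, which differed by -0.18, gave p = 0.8286. If they had been sampled at another time of day, the clock score should separate them, and it differed by 0.27 (exact two-sided permutation test, p = 0.514) with overlap. Within the 3 pairs of same-numbered mice it was higher in the V338Y mouse each time, by 0.024 to 0.73. The 2 values for the genes induced by fasting differ in sign, and neither the feeding nor the clock test was met, although 3 and 4 mice would miss small shifts and the pairs leave a small shift in sampling time open. Adipocytes in the dissected muscle should raise adipocyte markers as well. Their mean differed by 1.099 with overlap (exact two-sided permutation test, p = 0.171). With this score as a covariate the mean of the set was 0.956, while that of the Fig. 1B genes fell from 0.51 to 0.367. The set kept most of its difference, which argues against adipocytes as its whole source, for these 17 genes in these mice. Because the markers rose nearly as far as the set, adipocytes as a part of its difference cannot be ruled out. Of 10000 random gene lists with like GC content, exon length and expression, none had a mean as high, a share of 0.0001, the smallest they can give. For the Fig. 1B genes the share was 0.0004. As the paper drew many of these genes from the same data, the lists cannot settle the question. Of the 17 members, 10 are listed in Table S1, drawn from these same mice. The 7 members of the set that Table S1 does not list had a mean of 0.212, with 4 of 7 higher (camera p = 0.264, limma), but taking out genes chosen by their p-value in these mice lowers the mean of the rest by construction, so this cannot show how much of the set's size comes from the choice of genes by the paper. Of the 8 splits of the 7 mice that part as many same-numbered pairs, 1, the real one, gave a mean as large, and of all 35 splits 1 did; with 8 splits the share cannot fall under 0.05.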

How the results depend on the processing

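The alternatives were set before the data were examined, apart from those for the 3 mo sets, the 3 interaction sets and the pseudocounts of the marker scores, which were chosen after seeing the data. Of 219 recalculated values of the comparisons, 171 kept their direction and their side of the threshold, 28 no longer passed or fell by more than 1.5 times, 16 passed or rose by more than 1.5 times and 4 changed direction. Of 279 values with a mouse left out, 257 were kept, 13 weakened and 9 changed direction. For single genes and further sets, 663 of 719 values were kept, 23 weakened, 31 became stronger and 2 changed direction, and with a mouse left out 622 of 701 were kept, 73 weakened and 6 changed direction. In each case below the cause was not tested.

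The number of genotype-regulated genes at 19 mo, 6, became 62 with DESeq2, 72 with edgeR's likelihood ratio test, 58 with its exact test, 14 without a filter and 110 with the replicate block. The pairing of this block is taken from the labels. Residual correlations of same-numbered mice (mean 0.257) lay within the range of differently numbered mice. At 3 mo the number, 10, became 66 with DESeq2, 83 with the likelihood ratio test, 75 with the exact test and 33 without a filter. The interaction, with 0 genes (1355 at an unadjusted p under 0.05), gave 26 with DESeq2, 36 with the likelihood ratio test, 5 without a filter and 28 with the replicate block. Of the Table S1 genes, 0 passed (35 at an unadjusted p under 0.05), against 9 with DESeq2, 9 with the exact test and 13 with the replicate block. The age-regulated genes of wild-type mice fell from 3416 to 1831 with the replicate block.

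With the correlation between genes estimated per set in camera, 0 sets passed an adjusted p of 0.05 in any of the 3 comparisons, in place of 10 lowered with age in wild-type mice, 7 lowered with age in V338Y mice and 10 raised in V338Y mice at 19 mo. At an unadjusted p under 0.05 there were 2, 1 and 4; the means are the same under both settings. With age in wild-type mice the adjusted p (limma) became 0.440 for the electron transport chain (-0.72) and 0.467 for the proteasome (-0.45), TCA cycle (-0.37), beta-oxidation (-0.61), translation factors (-0.19), glycolysis (-0.27) and Fig. 1B genes (0.82). In V338Y mice it became 0.349 for the electron transport chain (-0.81) and proteasome (-0.61), 0.637 for the TCA cycle (-0.39), 0.653 for beta-oxidation (-0.44), 0.498 for translation factors (-0.28) and 0.199 for the Fig. 1B genes (1.37). Between the genotypes at 19 mo it became 0.137 for the pentose phosphate pathway (0.46), 0.190 for fatty acid synthesis (1.15), NADPH oxidase (0.82) and the Fig. 1B genes (0.51), and 0.195 for glycerolipid synthesis (0.48). It was 0.236 for lipid droplet proteins (0.50), eicosanoid synthesis (0.33) and glutathione metabolism (0.28), 0.310 for PPAR (0.45) and 0.268 for SREBP signaling (0.64). Glutathione metabolism also weakened in a fit of all 15 mice, to 0.26.

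With each mouse left out in turn, the genotype-regulated genes numbered 2 to 7 at 19 mo and 3 to 14 at 3 mo. Means ran from -0.71 to -0.34 for beta-oxidation and from -0.12 to 0.023 for glycolysis with age in V338Y mice. At 19 mo they ran from 0.12 to 0.35 for glutathione metabolism and from 0.21 to 0.68 for PPAR signaling, and at 3 mo from -0.16 to 0.042 for the Fig. 1B genes. The log2 fold change at 19 mo ran from -0.069 to 0.082 for Mrps5, from -0.14 to 0.14 for Gapdh and from -0.065 to 0.15 for Dync1h1. None of these 3 transcripts differed past the threshold in any fit. The difference in Mrps5 expression at 19 mo, 0.0059, also changed direction with RLE size factors (-0.0031), DESeq2 (-0.0024), the replicate block (-0.0099) and all 15 mice (-0.020). That of Gapdh, genotype at 19 mo, was 0.020 and became -0.16 with the replicate block and -0.0046 with all 15 mice.

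Among the results whose alternatives were chosen after seeing the data, fatty acid synthesis at 3 mo (-0.43) and beta-oxidation at 3 mo (-0.11) no longer passed in a fit of all 15 mice. Fatty acid synthesis ran from -0.65 to -0.042 with mice left out, the value nearest 0 without wild-type mouse 1. With few counts, depth limits Apoa2, with 0 to 24 counts per 19 mo mouse, and Mgst2, which gave no value without 19 mo V338Y mouse 4 or 5.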

Differences from the paper's values

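Table S1 of the paper gives 1 fold change for the entry Mgst1/2, and the paper's value is 1.73. The fold change of Mgst2 between 19 mo V338Y and wild-type mice was 3.51 here. Mgst1, the other gene of the entry, had a fold change of 1.79, near the paper's value, so the entry may give Mgst1 alone. For Mgst2 none of the alternatives set before the data were examined closed the gap, with 3.48 under RLE size factors, 3.53 under upper-quartile normalization, 3.54 with DESeq2, 3.51 under edgeR's filterByExpr, 3.50 without the 10 most counted genes, 3.43 in a fit of all 15 mice, 3.50 with the exact test and 3.08 to 4.41 with a mouse left out. With the replicate block, in which mice are paired by the numbers in their labels, it was 4.19. Residual correlations of same-numbered 19 mo mice (mean 0.257) lay within the range of differently numbered mice. Of the other 42 genes of Table S1 none differed from the paper's value by more than 1.5 times and by more than its standard error.

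The paper gives a bound on the false discovery rate at its threshold for age-regulated transcripts. The highest adjusted p at an unadjusted edgeR p under 0.005 was 0.0200 in wild-type and 0.0154 in V338Y mice here, above that bound. The paper's methods call genes of the comparison between genotypes by an adjusted p, while Table S1 gives a p-value without stating whether it is adjusted. All 43 genes of Table S1 were higher in V338Y mice here, 35 of them had an unadjusted edgeR p under 0.05, and 0 an adjusted p under 0.05; DESeq2 and the exact test gave 9 and the replicate block 13. Of the 43, Pfkl, Fads1, Fads2, Scd2, Lpin2, Cidec, Lipe and Cbr2 had an unadjusted p above 0.05. The paper names glycolysis among the pathways enriched in V338Y mice at 19 mo. Here the glycolysis set had a mean log2 fold change of 0.21 with a limma camera adjusted p of 0.216, while its share of up-regulated genes was higher than that of other genes (one-sided Fisher's exact test, adjusted p = 0.0112). A mean as large in size was found in 1 of 8 splits (1 of 35 in all) of the 19 mo mice, the real split alone. Table S1 lists 5 of the genes of this set.

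The paper lists the 3 mo mice as female. Here Ddx3y was at 162.9 to 202 CPM and Xist at most 0.574 CPM in these mice.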

Other observations

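The test of other muscle behind the slow-fiber transcripts was chosen only after the result was seen.

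Mrps5 (ENSMUSG00000027374) lies on chromosome 2 from 127587222 to 127606829 of GRCm38. Its transcript in quadriceps was at 25.7 ± 1.50 CPM (SD, n = 4) in V338Y and 23.6 ± 1.83 CPM (SD, n = 4) in wild-type mice at 3 mo, a log2 fold change of 0.12 (standard error 0.081, edgeR adjusted p = 0.665); an exact two-sided permutation test of log2 CPM gave p = 0.143. At 19 mo it was at 17.4 ± 1.63 CPM (SD, n = 4) and 17.6 ± 1.79 CPM (SD, n = 3), a log2 fold change of 0.0059 (standard error 0.12, edgeR adjusted p = 0.996), with p = 0.8286 from the exact permutation test. The sign of the difference in Mrps5 expression at 19 mo changed with the normalization, with a log2 fold change of -0.0031 under RLE size factors. Counts per gene cannot show the mutation itself, so the genotype of each mouse is taken from its label.

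Splits of the mice into other groups of the same sizes were compared with the real ones. Only splits that part as many mice with the same number were counted first, and all splits second, which also include groupings that keep same-numbered mice together. As many age-regulated genes as in the real split were found in 1 of 12 splits (1 of 35 in all) in wild-type mice and in 1 of 8 (1 of 35 in all) in V338Y mice, in each case the real split alone. The largest number in any other split was 567 in wild-type and 200 in V338Y mice. For genes that differ between the genotypes with an edgeR adjusted p under 0.05 it was 1 of 8 (2 of 35 in all) at 19 mo and 1 of 8 (1 of 35 in all) at 3 mo. At an unadjusted p under 0.05, 2 of 8 splits (7 of 35 in all) gave as many genes as the 1234 of the real split at 19 mo. For the interaction at an unadjusted p under 0.05 it was 17 of 100 splits that exchange labels within same-numbered pairs of each age. This number of genes therefore cannot be told apart from the spread between mice. For raised gene sets at 19 mo 1 of 8 splits (1 of 35 in all) gave as many, for lowered sets with age 2 of 12 (5 of 35 in all) in wild-type and 2 of 8 (5 of 35 in all) in V338Y mice. For the mean of the Fig. 1B inflammation genes it was 2 of 8 splits (3 of 35 in all), so this mean cannot be told apart from the spread between mice. The number of Table S1 genes with an adjusted p under 0.05 was 0 in the real split, with 35 at an unadjusted p under 0.05, so each of the 8 splits gave as many. Shares out of 8 or 12 splits cannot fall under 0.05.

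Slow-fiber transcripts differed between the 19 mo mice. If other muscle was part of the dissected tissue in varying amounts, the other slow-fiber genes should rank the 7 mice as Myh7 does. Their mean followed Myh7 with a Spearman rho of 0.964 (permutation p = 0.00278, adjusted p = 0.00278 over 2 such relations) and a Pearson r of 0.983 (permutation p = 3.97e-04, adjusted p = 3.97e-04). Without the 2 mice farthest from the median of Myh7, rho was 0.900 and r 0.997. This is consistent with a varying part of slow muscle in the samples, and fibers that change type within the quadriceps would give the same ranks. With the type I fiber score as a covariate, 10 genes in place of 6 had an edgeR adjusted p under 0.05 between the genotypes at 19 mo, which is in line with slow-fiber content of the dissected muscle as a source of spread. The mean of the Fig. 1B genes with this covariate was 0.542, against 0.51 without it, so it did not fall. The score itself hardly separated the genotypes (difference -0.84; exact two-sided permutation test, p = 0.743), so the covariate had little to correct and is weak ground against slow-fiber content as a source. With the score of adipocyte markers as a covariate the mean of the Fig. 1B genes fell to 0.367, so adipocyte content as a part of their difference cannot be ruled out.

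The glycolytic genes of Table S1 are isoforms not specific to muscle. The log2 ratio of Hk1, Pfkl, Pgam1 and Eno1 to Hk2, Pfkm, Pgam2 and Eno3 differed by 0.713 between V338Y and wild-type mice at 19 mo (exact two-sided permutation test, p = 0.143, where 0.0286 is the smallest that 3 mice against 4 allow). More RNA from cells other than muscle fibers should raise this ratio together with the scores of macrophages, fibroblasts, endothelial cells or adipocytes. Neither the ratio nor these scores separated the genotypes past an exact p of 0.05 in tests that leave the mouse numbers aside. Within the 3 pairs of same-numbered mice the ratio was higher in V338Y mice each time, by 0.95 to 0.99, and so was the adipocyte score, by 0.43 to 1.73, while those of macrophages, fibroblasts and endothelial cells were higher in 2 of 3. With 3 pairs no exact paired test can fall under 0.05, so a change within fibers and a change in the mix of cells cannot be told apart.

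At 3 mo, 3 of the sets that were higher in V338Y mice at 19 mo were lower. The mean log2 fold change of PPAR signaling was -0.63 (limma camera adjusted p = 1.16e-10; 43 of 46 genes lower), of lipid droplet proteins -0.56 (limma camera adjusted p = 1.10e-04; 13 of 17 genes) and of fatty acid synthesis and desaturation -0.43 (limma camera adjusted p = 0.0347; 14 of 17 genes). A mean as large in size was found in 1 of 8 splits (1 of 35 in all) of the 3 mo mice for PPAR signaling, in 1 of 8 splits (6 of 35 in all) for lipid droplet proteins and in 1 of 8 splits (16 of 35 in all) for fatty acid synthesis, so over all splits the last 2 cannot be told apart from the spread between mice. Adipocyte markers without a role in lipid synthesis or storage were lower too at 3 mo (difference -0.92; exact two-sided permutation test, p = 0.0857). Adipocyte content as a part of these differences therefore cannot be ruled out. At 19 mo the proteasome (-0.15; 29 of 32 genes lower), cytosolic ribosomal proteins (-0.12; 72 of 78 genes) and translation factors (-0.12; 41 of 51 genes) were lower in V338Y mice, with limma camera adjusted p = 3.06e-05, 3.06e-05 and 9.20e-05. Means as large in size were found in 1 of 8 splits (3 of 35 in all), 1 of 8 splits (8 of 35 in all) and 1 of 8 splits (2 of 35 in all). Over all splits, groupings other than the real one also gave means as large. There these sets cannot be told apart from the spread between mice either. Among the sets raised at 19 mo it was 2 of 8 splits (3 of 35 in all) for glycerolipid synthesis and glutathione metabolism. The Fig. 1B inflammation genes had the same counts. It was 2 of 8 splits (4 of 35 in all) for lipid droplet proteins and 2 of 8 splits (6 of 35 in all) for PPAR signaling. None of these sets can be told apart from the spread between mice. For the pentose phosphate pathway, eicosanoid synthesis, NADPH oxidase and SREBP signaling it was 1 of 8 splits (1 of 35 in all) each.

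At 3 mo, 10 of 13333 genes differed between the genotypes with an edgeR adjusted p under 0.05, 5 up-regulated and 5 down-regulated in V338Y mice, and 1293 with an unadjusted p under 0.05. Eif3j2 had a log2 fold change of 6.72 (standard error 0.23, edgeR adjusted p = 1.52e-07), Gm14085 a log2 fold change of 6.35 (standard error 0.52, edgeR adjusted p = 5.10e-04) and Eif3j1 a log2 fold change of -1.24 (standard error 0.094, edgeR adjusted p = 3.30e-04).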
